# Oxytocin attenuates hypothalamic injury-induced cognitive dysfunction by inhibiting hippocampal ERK signaling and Aβ deposition

**DOI:** 10.1038/s41398-024-02930-y

**Published:** 2024-05-25

**Authors:** Guangsen Wu, Yichao Ou, Zhanpeng Feng, Zhiwei Xiong, Kai Li, Mengjie Che, Songtao Qi, Mingfeng Zhou

**Keywords:** Epigenetics in the nervous system, Molecular neuroscience

## Abstract

In clinical settings, tumor compression, trauma, surgical injury, and other types of injury can cause hypothalamic damage, resulting in various types of hypothalamic dysfunction. Impaired release of oxytocin can lead to cognitive impairment and affect prognosis and long-term quality of life after hypothalamic injury. Hypothalamic injury-induced cognitive dysfunction was detected in male animals. Behavioral parameters were measured to assess the characteristics of cognitive dysfunction induced by hypothalamic–pituitary stalk lesions. Brains were collected for high-throughput RNA sequencing and immunostaining to identify pathophysiological changes in hippocampal regions highly associated with cognitive function after injury to corresponding hypothalamic areas. Through transcriptomic analysis, we confirmed the loss of oxytocin neurons after hypothalamic injury and the reversal of hypothalamic-induced cognitive dysfunction after oxytocin supplementation. Furthermore, overactivation of the ERK signaling pathway and β-amyloid deposition in the hippocampal region after hypothalamic injury were observed, and cognitive function was restored after inhibition of ERK signaling pathway overactivation. Our findings suggest that cognitive dysfunction after hypothalamic injury may be caused by ERK hyperphosphorylation in the hippocampal region resulting from a decrease in the number of oxytocin neurons, which in turn causes β-amyloid deposition.

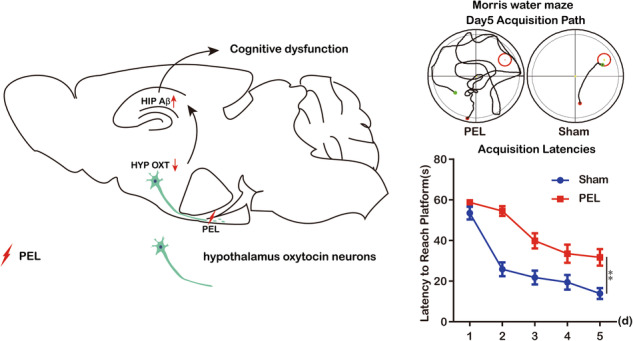

## Introduction

Oxytocin (OXT) has been found to have many functions outside of stimulating the mammary glands to produce milk, promoting uterine smooth muscle contractions during labor, and promoting motherhood. In addition to their endocrine roles, OXT and AVP are involved in a number of central processes, including learning and memory [1–4], anxiety [2, 3, 5], addiction [6, 7], hurt feelings [8], feeding behavior [9], and social recognition [10]. It has long been recognized that both OXT and AVP modulate learning, memory, and neuronal activity in the hippocampus. Early evidence from de Wied suggests that exogenous application of AVP provides long-term restoration of active avoidance behavior, which rapidly disappears in control pituitary ectomized rats [11]. This suggests an endogenous role for AVP in learning and memory. In rodents, OXT improved memory consolidation in a novel object recognition and passive avoidance paradigm [12–14]. Intraperitoneal injection of OXT contributes to cell proliferation, differentiation, and dendritic complexity of newborn neurons in the hippocampus. OXT can function more broadly than the modulation of social behaviors. OXT is involved in the integration of social and spatial information [15]. OXT enhances long-term synaptic plasticity and long-term memory via the MAP kinase cascade in the hippocampus [16]. OXT binds to hippocampal receptors to increase hippocampal LTP (long-term potentiation) in the hippocampus, thereby enhancing spatial memory in mice [17]. Many studies have shown that OXT plays an important role in cognitive processes such as the processing of sensory stimuli, social cognition, social memory and fear [18, 19] In human studies, autopsy results showed reduced expression of AVP immunoreactivity within the hippocampus, nucleus ambiguus, and pallidum in AD patients compared to controls [20]. Other autopsy studies of the human brain have provided evidence for a reduced number of AVP-expressing cells in the supraoptic nucleus of the optic chiasm in aging and AD patients [21]. OXT affects human processing of social information, including facial recognition memory. A single dose of intranasal OXT treatment improved the accuracy of face recognition without affecting the recognition of non-social stimuli [22]. The effect of OXT depends on the characteristics of the individual and the specificity of the situation to which he belongs. Thus, the effect of OXT on memory depends on their personality and feelings [23]. Intranasal OXT treatment negatively affects memory in individuals with high rates of attachment to others and positively affects memory in individuals with low rates of attachment [24]. The hypothalamus also secretes other neuronal hormones, including corticotropin-releasing hormone (CRH), gonadotropin-releasing hormone and prolactin, which are involved in modulation of anxiety, gonadal development, sexual activity, pregnancy, childbirth, and lactation, biological processes that are closely linked to oxytocin [25–27]. Mechanical injury, tumor compression, and surgical damage to the hypothalamus and related structures can cause impairment of other functions, including memory, social behavior, and emotion, which may be related to a deficiency in OXT caused by damage to the hypothalamic-pituitary system.

Various studies have revealed the specific manifestations of cognitive dysfunction, including in CNS disorders such as AD and PD, and identified the involvement of several processes such as β-amyloid (Aβ) deposition, inflammation, axonal degeneration and neuronal apoptosis [28–30]. Researchers have demonstrated in models of hypothalamic injury that the hypothalamic–pituitary system regulates water-sodium metabolism. However, no study has assessed the pattern of cognitive dysfunction after hypothalamic injury and validated the key pathways involved in hypothalamic injury-induced cognitive dysfunction.

In this study, we used a hypothalamic-pituitary stalk lesion model to comprehensively investigate the various behavioral changes after hypothalamic injury and determine the roles of several important molecules in different behaviors to identify the potential mechanisms of hypothalamic injury-induced cognitive dysfunction.

## Materials and methods

### Animals

All male C57BL/6 J mice were unrestricted access to feed and water in standard SPF experimental animal rooms at a controlled temperature and on a light-dark cycle. OXT-IRES-CRE mice were purchased from Shanghai Model Organisms. All experimental procedures were performed in accordance with the animal care guidelines of Southern Medical University.

### Hypothalamic injury model construction: Pituitary stalk electrical lesion (PEL) surgery

The mice were subjected to PEL surgery as described in a previous study [31–34]. Briefly, the 3D printed destruction knife is delivered to the pituitary stalk by stereotaxic positioning, and the pituitary stalk is destroyed by cathodic current.

### Immunofluorescence

Immunofluorescence assays were performed as previously described [34], Coronal brain sections were rinsed with PBS, blocked with 5% nonspecific antigen goat serum containing 0.5% Triton X-100 for 1 h at 37 °C, and incubated overnight at 4 °C with a specific primary antibody diluted in 5% goat serum containing 0.2% Triton X-100. The next day, after rinsed with PBS containing 0.2% Triton X-100 for 3 times, sections were incubated for 1 h at 37 °C with corresponding secondary antibodies conjugated with Alexa-488 or Alexa-594 (Thermo Fisher Scientific, Waltham, MA, USA) diluted in 5% goat serum containing 0.2% Triton X-100. After staining with 4-6-diamidino-2-phenylindole, all sections were slowly mounted on glass slides and cover glasses were slipped in mounting medium. Fluorescent images were captured with confocal microscope (LSM980; Zeiss, Oberkochen, Germany) using ZEN software (Blue edition, version 3.2). Labeled cells were counted using ImageJ software (NIH). For specific cell number counting, data were presented as the number of cells/slice. For double staining, data were presented as the ratio of double-positive cells to the single-positive cells.

### Three-chamber social interaction test

The three-chamber social interaction test consisted of three equally sized rooms (20 × 45 cm each) divided by clear Plexiglas, and with an access door between each compartment. The test occurred in three distinct stages: (1) acclimatization phase (baseline), where the test animal was placed in the central compartment and allowed to freely explore the entire empty maze for 10 min; (2) sociability phase, where an unfamiliar male (stranger 1) mouse was contained within a wire mesh container in an outer chamber of the maze and an identical clean and empty container was placed in the chamber at the opposite side of the arena. (3) social novelty phase, where another unfamiliar male (stranger 1) mouse was contained within another wire mesh container in an outer chamber of the maze and an identical clean and empty container was placed in the chamber at the opposite side of the arena. We also calculated the difference index, which is the difference between the time spent exploring the target (stranger 1 vs. null, stranger 2 vs. stranger 1) divided by the total time spent exploring both targets, as described previously [35].

### Morris water maze (MWM) test

All behavioral tests were performed during an active period of animals’ light cycle (07:00–19:00). Video analysis system (Shanghai Jiliang Software Technology Co., Ltd.) was used to observe and record the swimming pattern of each mouse. The pool was filled with water (21 ± 1 °C). An escape platform (6 cm in diameter) was placed in the pool and the top of the platform was 1.5 cm below the water surface. Mice were trained for 5 days with 4 trials/day (60 s/trial, 30 min inter-trial intervals). If the animal could not find the platform within 60 s, they were placed on the platform for 10 s. After 5 days of training, the hidden platform in the target quadrant was removed. On the sixth day, a probe test was administered. During the probe test, the platform was removed from the pool, and the mouse was allowed to swim freely for 30 s.

### The open field test

The Open Field Test (OFT) apparatus consists of four open areas (40 × 40 × 40 cm). Prior to testing, mice were placed in the laboratory and acclimatized to the chamber for 1 h. The mice were then placed individually in the center of the open areas and allowed to explore freely for 10 min. The time the mice spent in the center and the speed of their movements were recorded by a video tracking system (Shanghai Jiliang Software Technology Co., Ltd.). At the end of the test, the mice were returned to their cages. The OFT equipment was thoroughly cleaned with 75% ethanol at the end of each mouse test.

### Elevated plus maze test

The elevated plus maze (EPMT) is a platform consisting of a center stage (6 × 6 cm), two open arms (6 × 30 cm), and two closed arms (6 × 30 cm). The open arms and height were sufficient to induce anxiety in the mice. The mice were placed in the laboratory and acclimatized to the chamber for 1 h prior to EPMT. The mice were then placed individually on the center stage and allowed to explore freely for 5 min. The time the mice opened their arms and the number of times the mice entered the open arms were recorded by a video tracking system (Shanghai Jiliang Software Technology Co., Ltd.). At the end of the test, the mice were returned to their cages. The EPMT equipment was thoroughly cleaned with 75% ethanol at the end of each mouse test.

### Blood collection and ELISA assay

Mice were anesthetized with sodium pentobarbital (200 mg/kg intraperitoneally; Sigma-Aldrich,). Then, trunk blood was collected immediately by cardiac puncture into test tubes with anticoagulant and centrifuged at 1500 rpm for 15 min at 4 °C to isolate the plasma. Plasma fractions were stored at −80 °C for further analysis. To achieve accurate quantification of blood OXT contents, we performed additional sample extraction steps before Elisa testing as previously described [36, 37]. Briefly, solid phase extraction of the samples was performed using a 200 mg C18 Sep-Pak column (Thermo Fisher Scientific, CN). The column was equilibrated with 3 ml acetonitrile and then equilibrated twice with 3 ml 0.1% trifluoroacetic acid (TFA). Up to 0.6 ml of plasma was mixed with an equal volume of 0.1% TFA and centrifuged at 14,000 g for 20 min at 4 °C, and then the acidified and clarified plasma was applied to the column. The flow-through fraction was discarded and the column was washed once with 3 ml of 0.1% TFA and then twice with 3 ml of water. Oxytocin was eluted with 3 ml of 60% acetonitrile. The solvent was evaporated under a stream of nitrogen and the sample was completely dried by lyophilization. For immunoassays, the samples were reconstituted in 0.2 ml assay buffer provided with the Elisa kits. Elisa kits were purchased from LunChangShuoBiotech (LCSJZF20245). The extraction steps are as follows: 1. Equilibrate the kit and samples at room temperature (25–28 °C) for 120 min. 2. Set up the standard, sample and blank wells. (Single standard curve, 44 samples, samples double duplicate, 1 blank well). 3. Add 50 μL of different concentration of standard to each standard well. 4. 50 μL of the sample to be tested is added to the sample wells; 50 μL of sample diluent is added to the blank wells. 5. In all wells, add 100 μL of horseradish peroxidase (HRP)-labeled detection antibody to each well, seal the reaction wells with plate sealing film, and incubate at 37 °C in a water bath or thermostat for 60 min. 6. Discard the liquid, pat dry on absorbent paper, and wash the plate with a plate washer. 7. Add 50 μL each of substrate A and B to each well, and incubate at 37 °C away from light for 15 min. 8. Add 50 μL of termination solution to each well, and measure the OD value of each well at 450 nm within 15 min.

### Stereotactic surgery

The mice were deeply anesthetized with 75 mg/kg sodium pentobarbital and were mounted on a stereotaxic frame (RWD Life Sciences Co., Shenzhen, China). An approximately 1 × 1 mm^2^ piece of skull was removed at the following coordinates: −0.55 AP, +/−0.30 ML, and −5.10 DV (PVN); −0.55 AP, +/−1.25 ML, and −6.10 DV (SON), −1.9 AP, +/−1 ML, and − 2 DV (hippocampus) −1.9 AP, 0 ML, and – 6.1 DV (pituitary stalk). Virus (200 nl) was infused at 50 nl/min using a glass micropipette connected to a Hamilton syringe, backfilling the tubing with mineral oil. After infusion, the micropipette was elevated 0.05 mm, kept in place for 5 min to allow for virus diffusion and then slowly removed.

### Drug

OXT (HY-17571A; MedChemExpress) was diluted in saline and administered intraperitoneally (1 mg/kg/d for i.p [38, 39]. 50 ng for hippocampal stereotactic injection [40, 41]). AVP (ZY604698A; Shanghai Zeye Biotechnology Co. LTD) was diluted in saline and administered intraperitoneally (0.1 mg/kg/d [39, 42]). Atosiban(ATO; HY-17572A; MedChemExpress;) was diluted in saline and administered intraperitoneally (1.5 mg/kg/d for i.p. [43], 50 ng for hippocampal stereotactic injection [41]) Clozapine N-oxide (CNO) (K948133-100 mg; ShangHai D&B Biological Science and Technology Co. Ltd) was diluted in 5% DMSO and administered intraperitoneally (3 mg/kg/d).

### Western blotting

Western blotting assays were performed as previously described [33].

### Antibodies

The following primary antibodies were used: rabbit anti-AVP (AB1565; Millipore), rabbit anti-OXT (ab212193; Abcam, rabbit anti-ERK (51068-1-AP; Proteintech), rabbit anti-p-ERK (28733-1-AP; Proteintech), rabbit anti-OXTR (23045-1-AP; Proteintech), rabbit anti-Aβ (A17911; Abclonal), rabbit anti-AMPK (A1229; Abclonal), rabbit anti -p-AMPK (AP1002; Abclonal), rabbit anti-JNK (A0288; Abclonal), rabbit anti-p-JNK (AP0631; Abclonal),and rabbit anti-GAPDH (AC001; Abclonal).

### Virus

The following viruses were used: AAV2/9-mOXT: Promoter-hM3Dq-mCherry-WPRE-pA (packaged by Taitool Bioscience) and AAV2/9-CAG-DIO-taCaspase3-TEVp-WPRE-pA (S0236-9 Taitool Bioscience).

### RNA preparation for high-throughput RNA sequencing

To obtain an adequate amount of RNA for high-throughput RNA sequencing, hypothalamic tissue containing the SON and PVN was collected from mice after PEL surgery as described in our previous study [34].

### Gene expression analysis

RNA-seq reads were aligned to the reference genome using Hisat2 v2.0.5. Feature Counts v1.5.0-p3 was used to calculate the number of reads mapped to each gene. Differential expression analysis was performed using the DESeq2 method (version 1.10.1). The resulting *p* values were adjusted using the Benjamini and Hochberg method to control for the false discovery rate (<0.05). Genes with *p* < 0.05 (determined by DESeq2) between different groups were considered differentially expressed.

### Functional enrichment analysis of differentially expressed genes (DEGs)

DEGs between the groups (PEL vs. Sham) with adjusted *p* < 0.05 were further analyzed using the publicly available bioinformatics software Database for Annotation, Visualization and Integrated Discovery. Clustering analysis based on the Benjamini method revealed that DEGs with an *p* < 0.05 were enriched in several Gene Ontology (GO) terms. The gene set enrichment analysis (GSEA) and GO enrichment analysis results were further visualized by the R package clusterProfiler [44].

### Statistical analysis

No formal sample size estimation or randomization was performed, and all available KO mice and WT littermates were included in the experiments. Investigators were not blinded to allocation and outcome analysis. The Kolmogorov‒Smirnov and Shapiro‒Wilk normality tests were used to assess the distribution of the data. Unpaired two-tailed Student’s *t*-test was used to analyze normally distributed data. Mann–Whitney test was performed in case of not normally distributed data. One or two-way analysis of variance (ANOVA) with Tukey’s or Bonferroni multiple comparison post-hoc test was performed where applicable. All statistical analyses were performed using SPSS software (version 23.0, IBM, Armonk, NY, USA). The error bars in all plots indicate the SEMs. *p* < 0.05 was considered significant. All reported *p*-values are two-tailed. Statistical significance was presented using the following rules: *p < 0.05, **p < 0.01, ***p < 0.001, ns- not significant

## Results

### Characteristics of water-electrolyte metabolism dysfunction after hypothalamic injury

To carry out an animal study of hypothalamic injury, we constructed a PEL model of hypothalamic injury using a three-dimensional printed knife in combination with electrolytic injury via a transparietal approach. As shown in. S1A, we performed PEL surgery on day 0. In addition, we performed RNA-seq analysis of hypothalamic cell nuclei from PEL mice to identify potentially relevant changes in gene expression patterns. The mice were housed individually in metabolic cages after modeling, and metrics related to water-electrolyte metabolism, including DWC, DUV, and USG, were measured to assess the degree of water-electrolyte metabolism dysfunction in the organisms.

Uremia occurred in three phases in the hypothalamic injury model mice: the acute phase, which occurred on the first postoperative day and was characterized by high DWC (Fig. S1B) and DUV (Fig. S1C) and low USG (Fig. 1D); the second phase, which occurred on days 2–4 postoperatively and was characterized by a significant decrease followed by a gradual increase in DWC and DUV and a significant increase followed by a gradual decrease in USG; and the chronic phase, which occurred on days 5–28 postoperatively and was characterized by persistently high DWC, high DUV and low USG. Plasma AVP levels also decreased significantly (Fig. S1E). In addition, immunofluorescence staining of sagittal sections demonstrated damage to the pituitary stalk and a diminished pituitary AVP signal after PEL surgery (Fig. S1F).

**Fig. 1:**
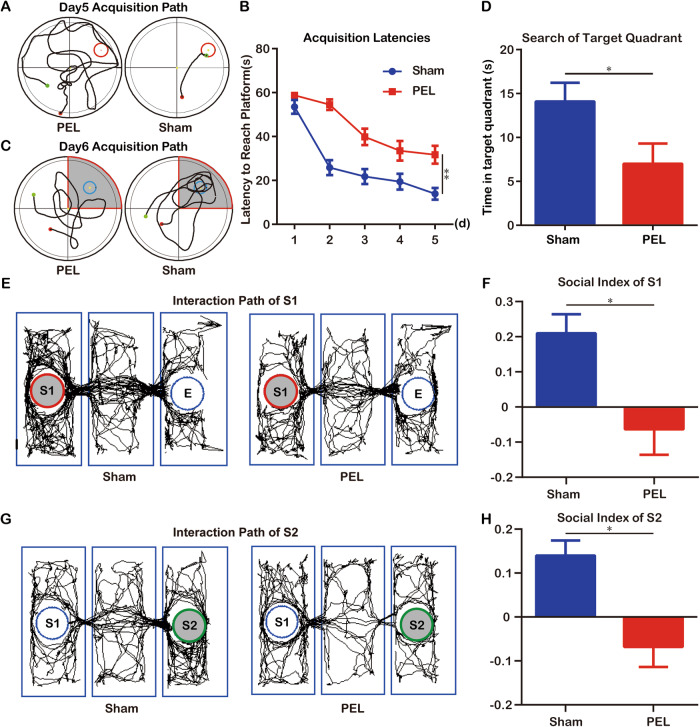
PEL-induced cognitive dysfunction. **A** Trajectories of PEL mice (*n* = 6) and Sham mice (*n* = 6) in the MWM place navigation experiment. **B** Quantitative analysis of latency in the MWM place navigation experiment. (F (1, 46) = 50.95, *p* < 0.01.). **C** Trajectories of PEL (*n* = 6) mice and Sham (*n* = 6) mice in the MWM spatial exploration experiment. The shaded part is the area around the platform, and the activity time of mice in the shaded part is calculated. **D** Quantitative analysis of swimming time around the platform in the MWM spatial exploration experiment. (*t* = 2.245, df = 10, *p* < 0.05.). **E** Trajectories of PEL (*n* = 6) and Sham (*n* = 6) mice in the three-chambers social experiment (S1), The shaded area is the cage where S1 is located. **F** Quantification of the social index of S1. (*t* = 3.012, df = 10, *p* < 0.05). **G** Trajectory of PEL (*n* = 6) and Sham (*n* = 6) mice in the three-chambers social experiment (S2), The shaded area is the cage where S2 is located. **H** Quantification results of S2 social index. (*t* = 3.666, df = 10, *p* < 0.05.). Data are analyzed by 2-way ANOVA (**B**) and unpaired *t* test (**D**, **F**, **H**). data are expressed as mean ± SEM. Compared with Sham, *P < 0.05, **P < 0.01. MWM Morris Water Maze, S1 Stranger1, S2 Stranger2.

### Cognitive dysfunction after hypothalamic injury

In the open field test (OFT), there was no significant difference in speed between the Sham group mice and the PEL mice, suggesting that the PEL treatment does not affect the locomotor ability of mice. (Fig. S2A, B) To explore whether cognitive function is impaired in mice after hypothalamic injury, we conducted a water maze experiment (MWM test) to evaluate spatial memory in mice. In the first five days, during the place navigation experiment, the mean latency to find the hidden platform was significantly lower for mice in the Sham-operated group than for those in the hypothalamic injury group (Fig. 1B). On the sixth day, during the spatial exploration experiment, mice in the Sham-operated control group spent a significantly longer mean time in the area around the platform than mice in the hypothalamic injury group (Fig. 1D). In the three-chamber socialization test, which was used to evaluate the social interaction ability of the mice, the social index for stranger mouse 1 significantly lower for mice in the hypothalamic injury group than for mice in the Sham-operated control group, suggesting social dysfunction in mice in the hypothalamic injury group (Fig. 1F). Similarly, the social index for stranger mouse 2 was significantly higher in the Sham-operated control group than in the hypothalamic injury group (Fig. 1H), suggesting that the social memory of mice in the hypothalamic injury group was decreased. However, in the OFT, there was no significant difference in the time in the central zone between the two groups of mice (Fig. S2A, C) proving that the PEL treatment did not affect the anxiety and stress levels of the mice, and this result was further corroborated by the elevated plus maze test (EPM), which showed that there was no significant difference in the open-arm entries and the time in open-arms between the two groups (Fig. S2D–F). In summary, hypothalamic injury results in cognitive dysfunction characterized by spatial memory impairment, decreased social skills, and impaired social memory. These results suggest that hypothalamic injury-induced cognitive dysfunction is characterized by impaired spatial memory and social skills.

### AVP and OXT neuron loss after hypothalamic injury

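Hypothalamic RNA of mice with a pituitary stalk electrical lesion (PEL), in which a cathodic current destroys the stalk that joins the hypothalamus to the pituitary, and of Sham-operated mice was sequenced as mRNA libraries. The comparison of Fig. 2 rests on 3 libraries collected at day 10 after PEL (PEL_10d) and on Sham libraries, which are labelled day 0. Of the Sham libraries, 3 were analysed here. According to its methods, the paper aligned the reads with Hisat2 v2.0.5, counted them per gene with featureCounts v1.5.0-p3 and tested them with DESeq2 1.10.1. The authors' deposited table gives an estimated count and an FPKM value for each of 22274 genes in each library, and 8.22% of its count values are not whole numbers, so the counts were rounded before testing. Total counts ranged from 15095267 to 15593644 per library in the Sham group (median 15313672) and from 15395549 to 16668523 in the PEL_10d group (median 15792361). The paper used 2 of the Sham libraries and left out the other as an outlier. Fig. 2A names its Sham columns Sham-1 and Sham-2, whereas the mean FPKM values of *Avp* and *Oxt* over Sham 2 and Sham 3 came closest to the bars of Fig. 2B. Their summed absolute log2 distance from the bars was 0.051, against 1.20 for Sham 1 and Sham 3 and 3.18 for Sham 1 and Sham 2. Sham 2 and Sham 3 were therefore taken as the paper's samples and the library labelled Sham 1 as the one left out. Genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, over 14790 genes in the paper's samples and 14610 genes in all samples. For values of single genes, the smallest two-sided p that an exact permutation test can give is 0.2 for 3 libraries against 2 and 0.1 for 3 against 3.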

To explore the underlying mechanisms of hypothalamic injury-induced cognitive dysfunction, we extracted RNA from the mouse hypothalamus, including the SON and PVN, for high-throughput sequencing. Raw RNA sequence data are available from the public GEO database. Through RNA-seq analysis, we identified DEGs between the PEL and Sham groups (499 up-regulated and 7 down-regulated). 

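Over the paper's samples, 1393 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1180 of them higher and 213 lower in the PEL_10d group than in the Sham group. At an unadjusted p-value under 0.05, the alternative that moved this result most, 2277 genes were higher and 1351 lower. Every PEL_10d library lay on one side of both Sham libraries for 6583 genes, 44.5% of those tested, where chance gives 20%. Over all samples, 269 genes passed the adjusted threshold, 265 higher and 4 lower, and 2858 genes (19.6%) separated the groups, where chance gives 10%. The count over all samples depended on which library was left out. It was 1393 without Sham 1, 220 without PEL_10d 2, and 0 without Sham 2, Sham 3, PEL_10d 1 or PEL_10d 3. In the fits with 0 genes, which all kept Sham 1, between 877 and 1093 genes were higher at an unadjusted p-value under 0.05. The paper's samples leave out Sham 1. There, with 1 PEL_10d library left out, 946 to 1334 genes passed as higher and 119 to 190 as lower. Among the genes whose libraries did not overlap, *Mmp12*, which encodes a macrophage metalloelastase and lies on chromosome 9 of GRCm38 from 7344381 to 7369499, rose most over the paper's samples. It was at least 324-fold higher in the PEL_10d group, with an adjusted p-value of 0.0104 from edgeR's test and mean normalized CPM of 64.0 ± 55.0 (SD, n = 3) against 0.067 ± 0.095 (SD, n = 2). *Atp6v0d2* was at least 103-fold higher (adjusted p = 0.0053, edgeR) and *Cd200r4* at least 12.3-fold higher (adjusted p = 0.0133, edgeR). Reads of *Cd200r4* can be shared with its paralogs, so its value is uncertain. *Capn11* had a log2 fold change of -2.13 (standard error 0.49, adjusted p = 0.0293, edgeR). Its adjusted p from edgeR rose to 0.167 when all hypothalamic groups were fitted together, the highest over the alternatives, to 0.0628 without PEL_10d 2 and to 0.0647 without PEL_10d 3. Over all samples, *Mmp12* was at least 320-fold higher (adjusted p = 0.033, edgeR), and the 3 lower genes with the largest fall were *Idi1*, *Msmo1* and *Hmgcs1*, with log2 fold changes of -0.88, -0.78 and -0.58. The genome positions are those of the GENCODE annotation of GRCm38, and the paper's text does not name its build.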

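*Avp*, listed as ENSMUSG00000037727, encodes the precursor of arginine vasopressin and lies on the minus strand of chromosome 2 of GRCm38 from 130580620 to 130582554. *Oxt*, listed as ENSMUSG00000027301, encodes the precursor of oxytocin and lies on the plus strand of the same chromosome from 130576173 to 130577054. Over the paper's samples, *Avp* had 1218 and 2009 counts in Sham 2 and Sham 3 and 819, 521 and 603 counts in the PEL_10d libraries. Its normalized CPM was 106 ± 33.5 (SD, n = 2) in the Sham group and 40.5 ± 9.99 (SD, n = 3) in the PEL_10d group, a log2 fold change of -1.38 (standard error 0.22, adjusted p = 0.0060 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Oxt* had 722 and 1863 counts in the Sham libraries and 336, 287 and 278 in the PEL_10d libraries, a log2 fold change of -2.17 (standard error 0.31, adjusted p = 0.0039, edgeR). Fitting all hypothalamic groups together raised the adjusted p of *Avp* to 0.102, within a range of 1.57e-06 to 0.102 over the alternatives, while *Oxt* stayed between 3.82e-05 and 0.0119. Over all samples, the log2 fold changes were -0.79 for *Avp* (standard error 1.31, adjusted p = 0.91, edgeR) and -1.58 for *Oxt* (standard error 1.23, adjusted p = 0.73, edgeR). Of the fits that left out 1 library of that comparison, the one without Sham 1 put both genes past the threshold and the others neither.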

Among the markers of hypothalamic neurons, AVP and OXT were the two most markedly downregulated genes in the PEL_10d group compared to the Sham group, indicating abnormal *Avp* and *Oxt* expression and synthesis in the hypothalamic–pituitary system (Fig. 2A). Therefore, we further performed AVP and OXT staining in PEL mice to verify the pathophysiological changes in the SON and PVN (There is a outlier sample in Sham group, so it was not analyzed Fig. S2I).

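The library labelled Sham 1, which the paper left out as an outlier, held 4 counts of *Avp* and 12 counts of *Oxt*. In each other hypothalamic library of the Sham and PEL_10d groups, the count was at least 521 for *Avp* and at least 278 for *Oxt*. From the lower expression of these neuropeptide genes in the PEL_10d group, the paper reasons that their expression and synthesis in the hypothalamic–pituitary system were abnormal, and therefore turned to staining of AVP and OXT in the SON and PVN.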

**Fig. 2:**
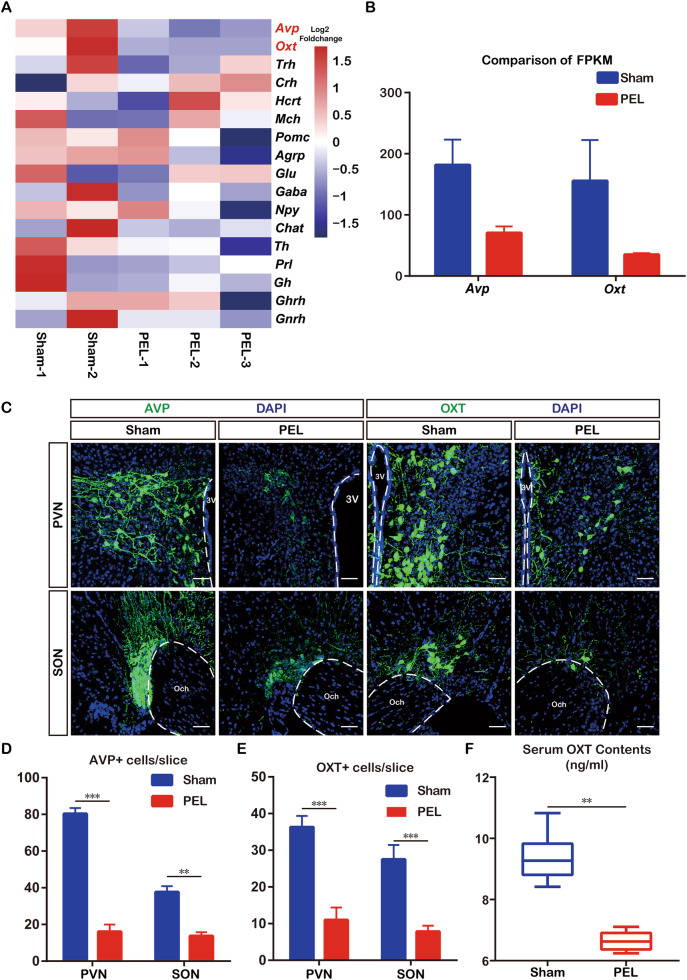
RNA-seq analysis showing hypothalamic AVP, OXT neuron loss. Heat map of the hypothalamic neurons) DEGs was significantly lower between PEL and Sham groups (*n* = 3 for PEL, *n* = 2 for Sham, adjusted *p*-value [p-adj] <0.05) (**A**). Quantitative results of decreased AVP and OXT FPKM values after PEL surgery. hypothalamic SON and PVN AVP, OXT neuron loss in mice after PEL surgery (**B**). OXT neuronal loss was verified (**C**). **D** Quantification results of residual AVP neurons (*n* = 6, PVN: *t* = 32.06, df = 10, *p* < 0.001; SON: *t* = 15.58, df = 10 *p* < 0.01). **E** Quantification results of residual OXT neurons in (*n* = 6, PVN: *t* = 13.65, df = 10 *p* < 0.001; SON: *t* = 11.33, df = 10, *p* < 0.001). Plasma OXT levels were measured by ELISA (Sham *n* = 6, PEL *n* = 6, *t* = 7.548, df = 10, *p* < 0.01) (**F**). Scale bar, 20 μm. Data were analyzed by *t*-test (**B**, **D**–**F**). Data are expressed as mean ± SEM. Compared to Sham, **P < 0.01, ***P < 0.001. AVP arginine vasopressin, OXT oxytocin, DEG differentially expressed gene, SON supraoptic nucleus, PVN paraventricular nucleus, DAPI diamino-2-phenylindole, 3 V third ventricle, Och optic chiasma.

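Fig. 2A lists markers of hypothalamic neurons by gene symbol, apart from the labels Glu and Gaba, which were represented by *Slc17a6* and by *Gad1*, *Gad2* and *Slc32a1*, 19 genes in all. Over the paper's samples 18 of them were tested and *Prl* fell under the count filter. *Avp* and *Oxt* passed the threshold over all genes tested, and 3 genes passed when adjusted over the list alone. Because the paper drew the list for these samples, the second count is not independent evidence. The log2 fold change was below 0 for 16 genes and above 0 for 2. *Gh* had the lowest value, -2.40, with a standard error of 1.23 and an adjusted p of 0.27 (edgeR), and it had 115 and 0 counts in the Sham libraries against 3, 27 and 5 in the PEL_10d libraries. After *Oxt* and *Avp*, the next gene was *Agrp* at -0.85 (standard error 0.74, adjusted p = 0.53, edgeR). The adjusted p nearest the threshold among the other genes was 0.065, for *Gad1*, whose log2 fold change was -0.25. *Crh* had a log2 fold change of 0.55 (standard error 0.41, adjusted p = 0.46, edgeR). Over all samples, 17 genes were tested, 10 were higher and 7 lower, *Oxt* and *Avp* ranked lowest, and 0 passed the threshold, over all genes or adjusted over the list alone.

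**Figure D1:**
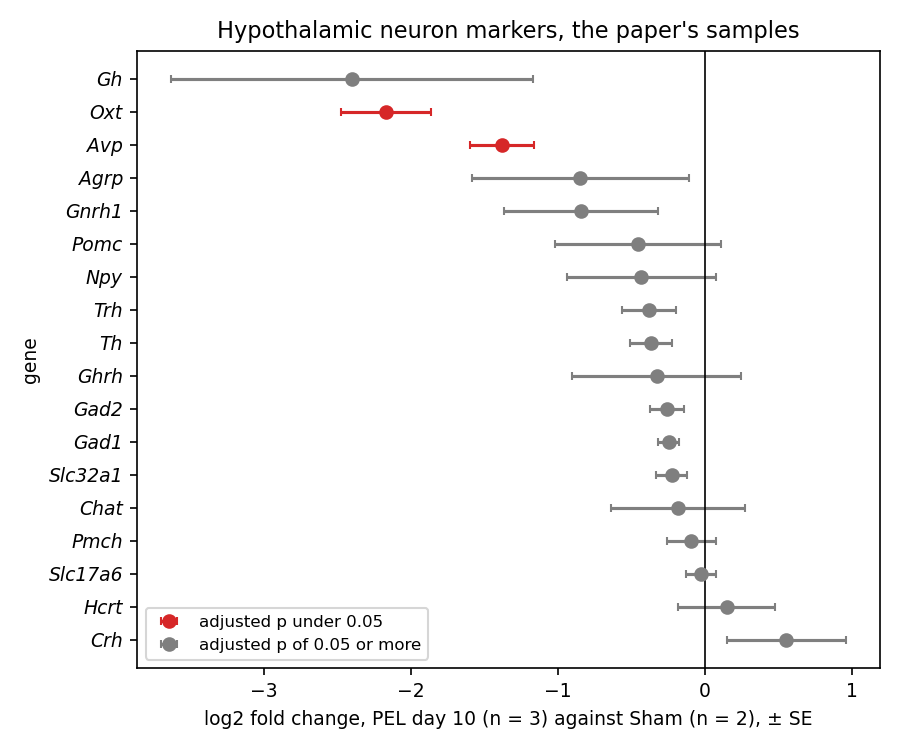
Log2 fold change (x axis) with its standard error for each of the 18 tested genes of Fig. 2A (y axis), PEL_10d (n = 3) against the paper's Sham samples (n = 2), with genes of adjusted p under 0.05 in red. *Oxt* and *Avp* are the red points, and *Gh* lies lower with a wider error.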

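In the authors' deposited FPKM values, *Avp* was 182 ± 58.9 (SD, n = 2) in the paper's Sham samples and 70.7 ± 18.0 (SD, n = 3) in the PEL_10d group (exact two-sided permutation test, p = 0.2, the smallest that these numbers allow). *Oxt* was 156 ± 94.3 (SD, n = 2) and 35.1 ± 3.96 (SD, n = 3) in the same groups (exact two-sided permutation test, p = 0.2). The Sham libraries were 139.9 and 223.2 FPKM for *Avp* and 89.0 and 222.4 FPKM for *Oxt*, each above every PEL_10d library. With the library labelled Sham 1, at 0.453 FPKM for *Avp* and 1.46 FPKM for *Oxt*, the Sham means were 121 ± 113 (SD, n = 3) and 104 ± 111 (SD, n = 3). The exact two-sided permutation test then gave p = 0.6 for *Avp* and p = 0.4 for *Oxt* with n = 3 in each group. With 1 library left out at a time, the difference of the means of *Avp* ranged from -152.6 FPKM without Sham 2 to -69.2 FPKM without Sham 3, and that of *Oxt* from -187.3 to -54.0 FPKM without the same libraries.

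**Figure D2:**
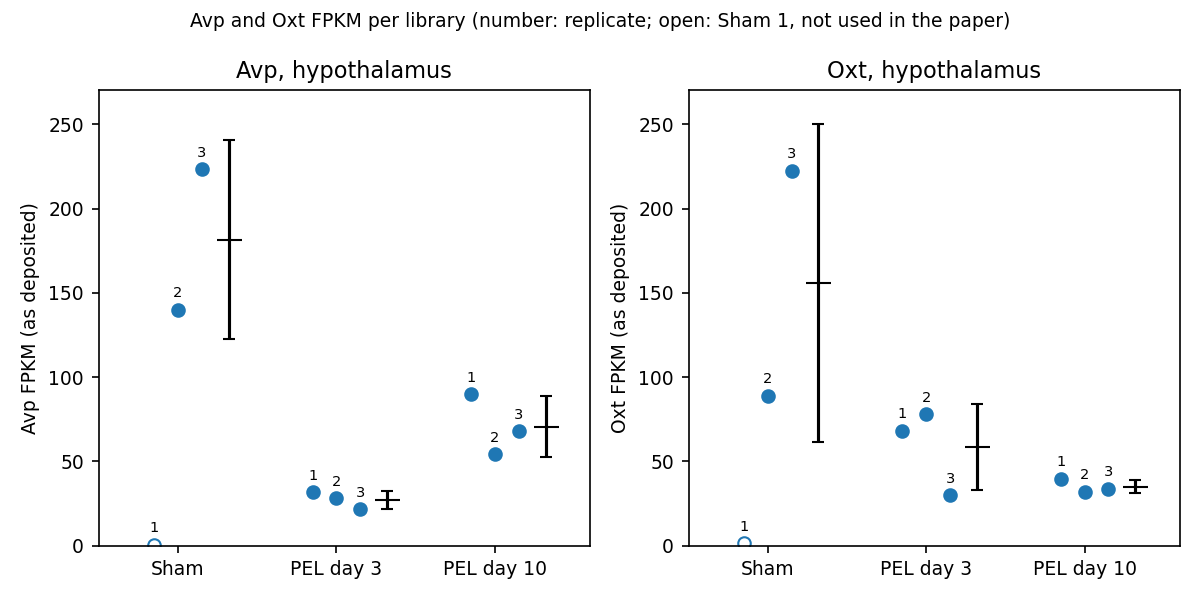
FPKM of *Avp* and *Oxt* (y axis) in each hypothalamic library of the Sham, PEL day 3 and PEL day 10 groups (x axis), numbered by replicate, with the mean ± SD beside the points and the open circle for Sham 1, which is not in the mean. Sham 2 and Sham 3 lie above the 3 PEL_10d libraries for both genes, and Sham 1 lies near 0.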

As shown in Fig. 2C, the number of AVP neurons per SON slice was reduced from 37.7 in the Sham group to 13.8 in the PEL group (Fig. 2D). The number of AVP neurons per PVN slice was also significantly reduced from 80.3 in the Sham group to 16.2 in PEL group (Fig. 2D). The number of OXT neurons per PVN slice was reduced from 36.3 in the control group to 11 in the PEL group (Fig. 2E). The number of OXT neurons per SON slice was also significantly reduced from 27.5 in the control group to 7.8 in the PEL group (Fig. 2E). We further explored whether the CRH axis was affected, and as Fig. S2G shown, there was no significant reduction in the number of CRH neurons in the PEL group relative to Sham (Fig. S2H). ELISA suggested that plasma OXT levels decreased from 9.370 pg/ml in the control group to 6.642 pg/ml in the PEL group (Fig. 2F). We next examined the content of OXT in the hippocampus, and the expression of the PEL group was significantly decreased relative to that of the Sham group (Fig. S2J, K), suggesting that PEL induced a systemic decrease in OXT expression.

### Exogenous supplementation with OXT relieves hypothalamic injury-induced cognitive dysfunction

Based on the sequencing results, we explored the role played by AVP and OXT in hypothalamic injury-induced cognitive dysfunction. We administered exogenous OXT or AVP at days 15–21 after PEL surgery, and cognitive function tests were then performed. In the place navigation experiment of the MWM test, the mean latency of mice in the saline control group was significantly higher than that of mice in the OXT-treated group but not significantly different from that of mice in the AVP-treated group. Furthermore, the therapeutic effect of OXT could be inhibited by the specific OXT receptor antagonist atosiban (ATO) (Fig. 3B). In the spatial exploration experiment, the mice in the saline control group spent significantly less time in the area around the platform than the mice in the OXT-treated group, but there was no significant difference between the saline control group and the AVP-treated group. The therapeutic effect of OXT could also be inhibited by ATO (Fig. 3D). Exogenous OXT supplementation after hypothalamic injury contributed to the recovery of spatial memory in mice. In the three-chamber socialization test, the social index for stranger 1 was higher in the OXT-treated mice than in the remaining three groups, but the difference was not statistically significant (Fig. 3F). The social index for stranger 2 was significantly higher in the OXT-treated group than in the saline control group; the therapeutic effect of OXT was inhibited by ATO, and AVP had no therapeutic effect (Fig. 3H). Further, we supplemented OXT by stereotactic injection into the hippocampus after PEL, followed by MWM experiments, and the results were shown: In the place navigation experiment of the MWM test, the mean latency of mice in the PEL group was significantly higher than that of mice in the OXT-treated group (Fig. S3C). In the spatial exploration experiment, the mice in the PEL group spent significantly less time in the area around the platform than the mice in the OXT-treated group (Fig. S3E). These results suggested that OXT treatment partially alleviates hypothalamic injury-induced cognitive dysfunction, and the hippocampus is the target brain region of the therapeutic effects of OXT.

**Fig. 3:**
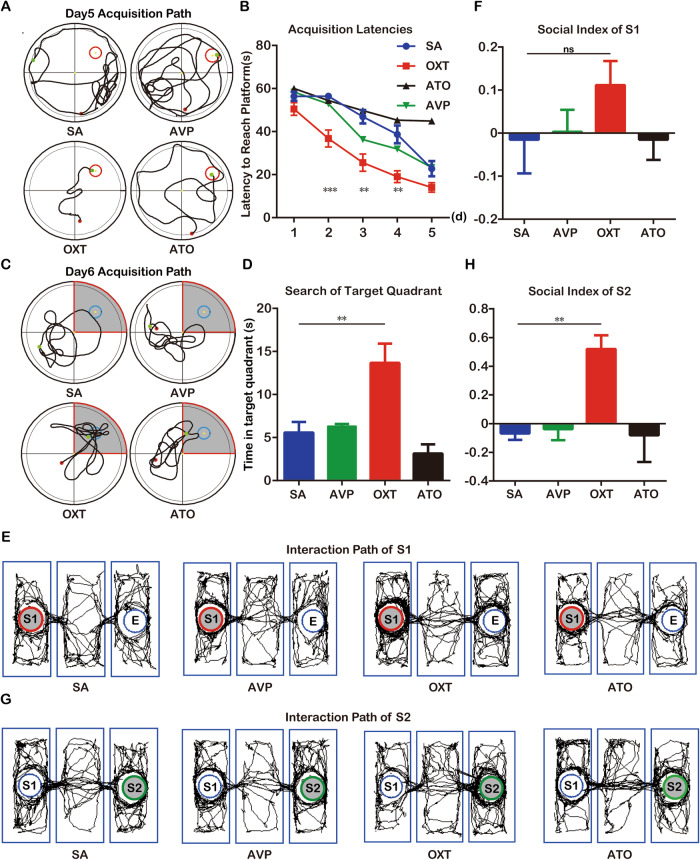
Exogenous supplementation of OXT attenuated hypothalamic-derived cognitive dysfunction. **A** Trajectories of PEL-treated group (*n* = 6), AVP-supplemented group (*n* = 6), OXT-supplemented group (*n* = 6), and ATO group (*n* = 6) in the MWM place navigation experiment. **B** Quantitative analysis of latency in the MWM place navigation experiment. (F (3, 92) = 23.80 *p* < 0.01). **C** Trajectories of PEL-treated group (*n* = 6), AVP-supplemented group (*n* = 6), OXT-supplemented group (*n* = 6), and ATO group (*n* = 6) in the MWM spatial exploration experiment. The shaded part is the area around the platform, and the activity time of mice in the shaded part is calculated. **D** Quantitative analysis of swimming time around the platform in the MWM spatial exploration experiment. (F (3, 20) = 10.56, *p* < 0.01). **E** Trajectories diagrams of PEL-treated group (*n* = 6), AVP-supplemented group (*n* = 6), OXT-supplemented group (*n* = 6), and ATO group (*n* = 6) in the three-chambers social experiment (S1). The shaded area is the cage where S1 is located. **F** Quantitative results of S1 social index. (F (3, 20) = 1.054, *p* = 0.3908). **G** Trajectories of PEL-treated group (*n* = 6), AVP-supplemented group (*n* = 6), OXT-supplemented group (*n* = 6), and ATO group (*n* = 6) in the three-chambers social experiment (S2). The shaded area is the cage where S2 is located. **H** Quantification results of S2 social index. F (3.000, 10.13) = 6.611, *p* < 0.01. Data were analyzed by two-way ANOVA (**B**), 1-way ANOVA followed by LSD multiple comparisons test (**D**, **F**) and Brown-Forsythe ANOVA test (**H**). Data are expressed as mean ± SEM. Compared to PEL-treated group, **P < 0.01. MWM Morris Water Maze, S1 Stranger1, S2 Stranger2, OXT oxytocin, ATO Atosiban.

### Activation of residual OXT neurons after PEL surgery can ameliorate hypothalamic injury-derived cognitive dysfunction

Furthermore, we activated endogenous OXT neurons by stereotaxic injection of AAV2/9-mOXT: Promoter-hM3Dq-mCherry-WPRE-pA or AAV2/9-mOXT: Promoter-mCherry-WPRE-pA into the PVN combined with CNO treatment after PEL surgery, as shown in Fig. 4A. There was no difference in the number of OXT neurons between the vehicle and CNO groups (Fig. 4C), but the colocalization rate of OXT with c-fos in the CNO group was significantly higher (Fig. 4D). Then, cognitive function tests were performed. The mean latency of mice in the CNO group was significantly lower than that of mice in the vehicle group in the place navigation experiment of the MWM test (Fig. 4F). Mice in the CNO group spent significantly more time in the area around the platform than mice in the vehicle group in the spatial exploration experiment (Fig. 4H). These findings demonstrated that activation of endogenous OXT neurons after hypothalamic injury helped to prevent the impairment of spatial memory in mice. In the three-chamber socialization test, the social index of mice in the CNO group was significantly higher than that of mice in the vehicle group (S1: Fig. 4J; S4: Fig. 4L), suggesting that social function and social memory were recovered in mice in the hypothalamic injury group after activation of endogenous OXT neurons.

**Fig. 4:**
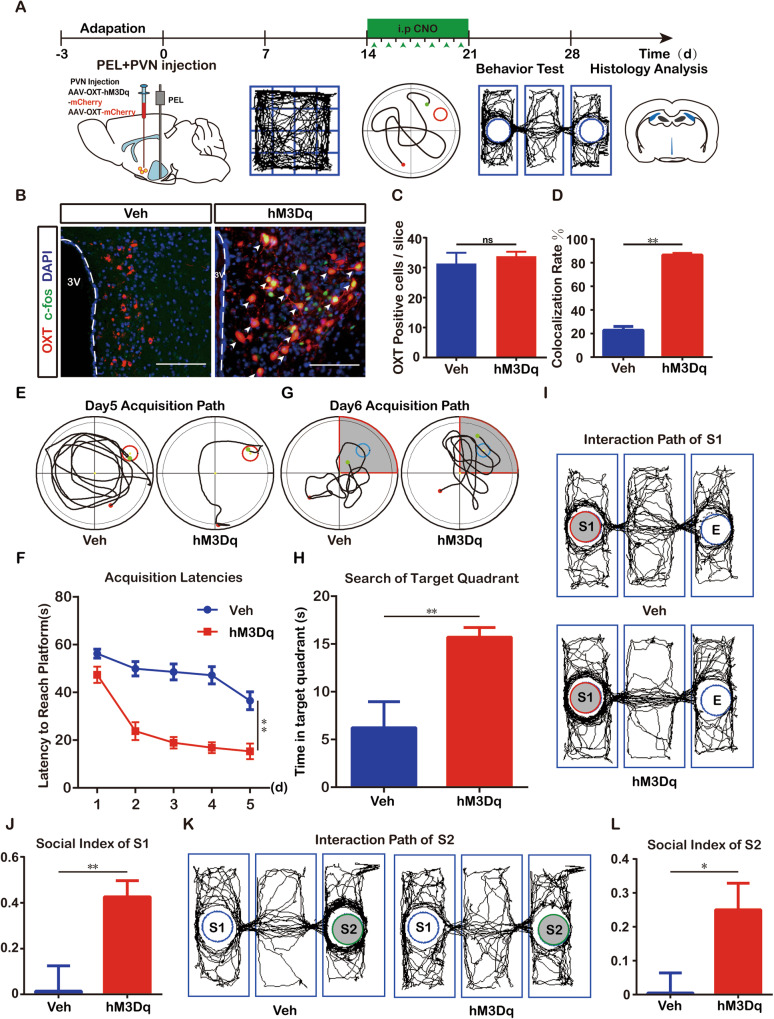
Activation of endogenous OXT neurons after PEL also attenuates hypothalamic-derived cognitive dysfunction. **A** Experimental study protocol for activation of endogenous OXT neurons after PEL. **B** Validation of activation of endogenous OXT neurons in mice with PVN OXT neurons activated after PEL surgery. **C** Quantitative analysis of the number of OXT neurons in the Veh (*n* = 6) and CNO (*n* = 6) groups. (*t* = 1.569, df = 10, *p* = 0.1477). **D** Quantitative analysis of the co-staining rate of OXT neurons with c-fos in the Veh (*n* = 6) and CNO (*n* = 6) groups. (Mann–Whitney *U* = 0, *p* < 0.01). **E** Trajectories of Veh (*n* = 6) mice and CNO (*n* = 6) mice in the MWM place navigation experiment. **F** Quantitative analysis of latency in the MWM place navigation experiment. (F (1, 46) = 91.72, *p* < 0.01). **G** Trajectories of Veh (*n* = 6) mice and CNO (*n* = 6) mice in the MWM spatial exploration experiment. The shaded part is the area around the platform, and the activity time of mice in the shaded part is calculated. **H** Quantification of activity time around the platform in the MWM spatial exploration experiment. (*t* = 3.248, df = 10, *p* < 0.01). **I** Trajectories of Veh (*n* = 6) and CNO (*n* = 6) mice in the three-chambers social experiment (S1). The shaded area is the cage where S1 is located. **J** Quantification of the social index of S1. (Mann–Whitney *U* = 0, *p* < 0.01). **K** Trajectory of Veh (*n* = 6) mice and CNO (*n* = 6) mice in the three-chambers social experiment (S2), The shaded area is the cage where S2 is located. **L** Quantitative results of S2 social index. (t = 2.493, df = 10, *p* < 0.05). Data were analyzed by t test (**C**); Mann–Whitney test (**D**, **J**); two-way ANOVA (**F**) and t-test (**H**, **L**). Data are expressed as mean ± SEM. Compared to Veh, *P < 0.05, **P < 0.01. Scale bar, 20 μm. MWM: Morris Water Maze; S1: Stranger1; S2: Stranger2; CNO: Clozapine N-oxide; 3 V, third ventricle；Veh: vehicle.

### OXT plays an important role in cognitive function

To further explore the role of OXT in cognitive function, we induced apoptosis of OXT neurons in OXT-ires-Cre mice by injecting AAV-CAG-DIO-taCaspase3 and assessed cognitive function, as shown in Fig. 5A. In the place navigation experiment of the MWM test, the mean latency of mice in the Cas3 group was significantly higher than that of mice in the EGFP group (Fig. 5C); in the spatial exploration experiment, mice in the Cas3 group spent significantly less time in the area around the platform than mice in the control group (Fig. 5E). In the three-chamber socialization test, the socialization index for stranger 1 and stranger 2 were significantly lower in the Cas3 group (0.036 and −0.076, respectively) than in the EGFP group (0.295 and 0.291, respectively) (S1: Fig. 5J; S4: Fig. 5K), suggesting that OXT neurons play an active role in cognitive function.

**Fig. 5:**
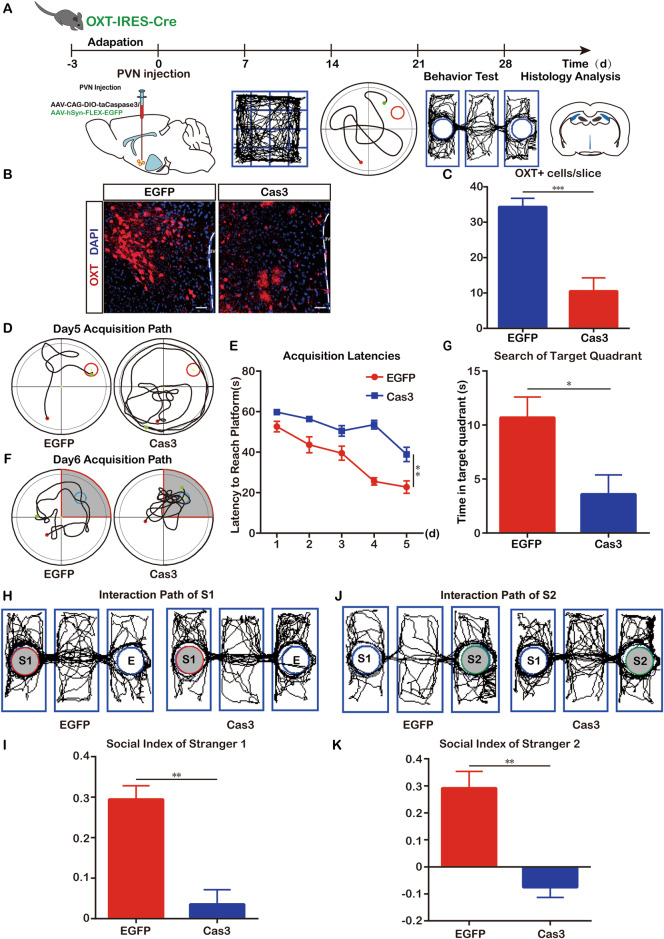
Ablation of OXT neurons leads to hypothalamic-derived cognitive dysfunction. **A** Experimental study protocol for ablation of OXT neurons. **B** OXT neuronal loss was verified after Cas3 virus injection. **C** Quantification results of residual OXT neurons in (n = 6, t = 13.00, df=10, *p* < 0.001.). **D** Trajectory of EGFP (n = 6) mice and Cas3 (n = 6) mice in the MWM place navigation experiment. **E** Quantitative analysis of latency in the MWM place navigation experiment. (F (1, 46) = 41.21, *p* < 0.01). **F** Trajectories of EGFP (n = 6) mice and Cas3 (n = 6) mice in the MWM spatial exploration experiment. The shaded part is the area around the platform, and the activity time of mice in the shaded part is calculated. **G** Quantitative analysis of activity time around the platform in the MWM spatial exploration experiment. (t = 6.663, df=10, *p* < 0.05). **H** Trajectories of EGFP (n = 6) and Cas3 (n = 6) mice in the three-chambers social experiment (S1). The shaded area is the cage where S1 is located. **I** Quantification of social index in S1. (t = 5.253, df=10, *p* < 0.01). **J** Trajectory of EGFP (n = 6) mice and Cas3 (n = 6) mice in the three-box experiment (S2). The shaded area is the cage where S2 is located. **K** Quantitative results of S2 social index. (t = 5.085, df=10, *p* < 0.01). Data were analyzed by two-way ANOVA (**E**) and *t*-test (**C**, **G**, **J**, **K**). Data are expressed as mean ± SEM. Compared to EGFP, *P < 0.05, **P < 0.01. Scale bar, 20 μm. MWM: Morris Water Maze; S1: Stranger1; S2: Stranger2; Cas3: caspase3.

### Promotion of ERK signaling pathway activity based on RNA-Seq analysis

The hippocampus is thought to be strongly associated with cognition and memory. Therefore, we used hippocampal tissue for RNA-seq analysis and found that OXTR expression was elevated in the PEL group compared with the control group, but the difference was not statistically significant (Fig. S4A). Furthermore, we found that the expression of components of the ERK signaling pathway (Fig. 6A), which is considered the canonical pathway via which OXT signals through OXTR, was significantly increased in the PEL group. 

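Hippocampal RNA-seq compared 3 libraries of PEL mice at day 10 with 3 libraries of Sham mice. Total counts per library ranged from 15194955 to 16825998 in the Sham group (median 15328587) and from 15756054 to 17973494 in the PEL group (median 15933738). The libraries were part of the same deposited table as the hypothalamic ones and were tested in the same way, in a fit of their own over 14039 genes. The library labelled hippocampus Sham 1 held hypothalamic transcripts, with 139 FPKM of *Avp* and 114 FPKM of *Oxt*. Its hippocampus markers, from a list of 14 genes, lay lower than in the other 5 hippocampal libraries, with a median log2 difference of -3.72. Its label was kept, so every hippocampal comparison between PEL and Sham includes it unless it is named as left out. No gene had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 0 of 14039, and at an unadjusted p-value under 0.05, 510 genes were higher and 924 lower in the PEL group. DESeq2 moved this result most among the alternatives that used all 6 libraries with adjusted p-values, to 32 genes higher and 165 lower. Without the library labelled Sham 1, 296 genes were higher and 577 lower with an adjusted p-value under 0.05 in edgeR's test.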

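*Oxtr*, listed as ENSMUSG00000049112, encodes the oxytocin receptor and lies on the minus strand of chromosome 6 of GRCm38 from 112473683 to 112489943. In the hippocampus it had a normalized CPM of 14.1 ± 0.878 (SD, n = 3) in the PEL group and 11.0 ± 2.32 (SD, n = 3) in the Sham group. The log2 fold change was 0.36 (standard error 0.17, adjusted p = 0.53 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with adjusted p-values from 0.343 to 0.938 over the alternatives. It was lowest, at 0.23, without the library labelled Sham 1.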

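Among single genes of the pathway, *Mapk3*, which encodes ERK1 and lies on chromosome 7 of GRCm38 from 126759601 to 126765819, had a normalized CPM of 158 ± 13.4 (SD, n = 3) in the hippocampal PEL group and 110 ± 18.1 (SD, n = 3) in the Sham group. Its log2 fold change was 0.52 (standard error 0.14, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the library labelled Sham 1, which holds hypothalamic transcripts, it was 0.66 with an adjusted p of 0.0057 from the same test. The adjusted p of the other fits of *Mapk3* ranged from 0.116 to 0.938. For *App*, which encodes the precursor of Aβ, the log2 fold change was 0.09 (standard error 0.14, adjusted p = 0.81, edgeR), and for *Bace1*, which encodes a secretase that cleaves this precursor, it was 0.28 (standard error 0.10, adjusted p = 0.47, edgeR). These counts measure transcripts and not ERK phosphorylation.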

Western blotting revealed that OXTR expression was significantly elevated in the hippocampus of mice in the injury group (Fig. S4C), ERK phosphorylation was significantly increased (Fig. 6C), and Aβ expression was significantly increased (Fig. 6D), consistent with previous studies showing that hyperphosphorylation of ERK in the hippocampus leads to Aβ deposition, which in turn causes cognitive dysfunction. These findings suggest that the number of OXT neurons and OXT secretion are reduced after hypothalamic injury, leading to increased hippocampal ERK phosphorylation, which could lead to elevated Aβ expression and thus cognitive dysfunction.

**Fig. 6:**
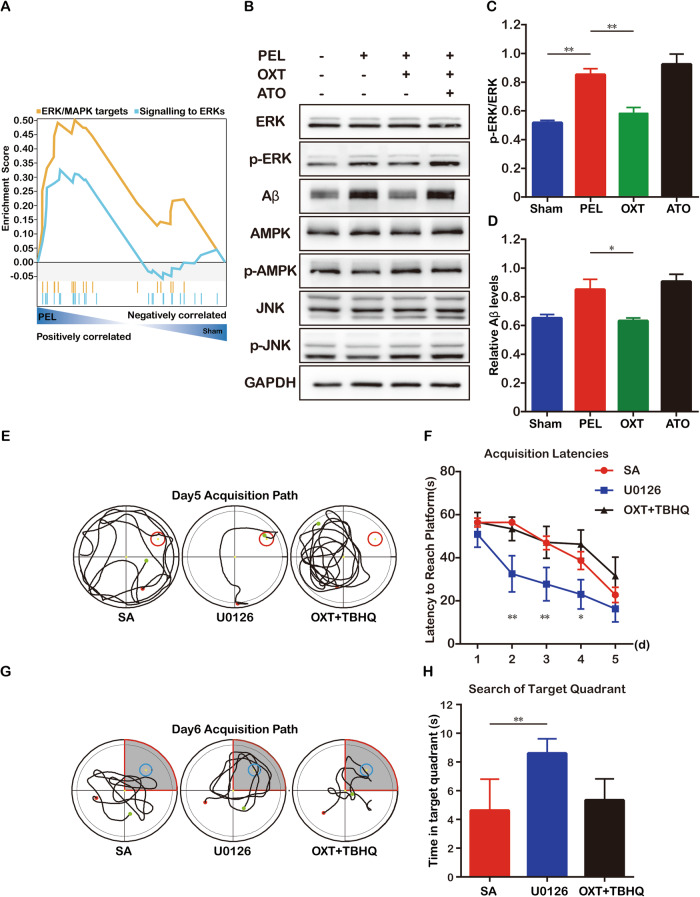
Enrichment analysis identifies hippocampal ERK signaling pathway involved in hypothalamic-derived cognitive dysfunction. **A** results of GSEA analysis show upregulation of ERK signaling pathway in the PEL group (n = 6) compared to the Sham group (n = 6). Immunoblotting confirmed the elevated expression of p-ERK in hippocampal tissues of mice after PEL surgery (**B**, **C** F (3.000, 12.18) = 109.2, *p* < 0.01). Immunoblotting confirmed elevated Aβ expression in hippocampal tissues of mice after PEL surgery, and OXT reduced Aβ expression (**B**, **D** Kruskal–Wallis statistic=17.95, *p* < 0.01). Trajectory diagram of PEL group (n = 6), U0126 supplemented group (n = 6) and TBHQ group (n = 6) mice in the MWM place navigation experiment (**E**). Quantitative analysis of latency in the MWM place navigation experiment (**F**) (F (2, 69) = 22.05, *p* < 0.01). Trajectory diagrams of PEL group (n = 6), supplemented U0126 group (n = 6), and TBHQ group mice (n = 6) in the MWM spatial exploration experiment. The shaded part is the area around the platform, and the activity time of mice in the shaded part is calculated. **G** Quantitative analysis of activity time around the platform in the MWM spatial exploration experiment (**H**). (F (2, 15) = 16.57 *p* < 0.01). Data were analyzed by 1-way ANOVA followed by LSD multiple comparisons test followed by LSD multiple comparisons test (**C**, **H**), Kruskal–Wallis test (**D**) and two-way ANOVA (**F**). Data are expressed as mean ± SEM. Compared to Sham, **P < 0.01. PEL, pituitary stalk electrical damage; GO gene ontology; GSEA gene set enrichment analysis, MWM Morris Water Maze.

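Gene set enrichment was computed here with fgsea on hippocampal genes ranked by the signed root of edgeR's quasi-likelihood F, with 10000 gene permutations and 3 libraries per group. The paper's text does not list the members of its sets, so lists of the ERK/MAPK targets and of signaling to ERKs were written from general knowledge of these pathways. The ERK/MAPK targets (23 genes) had an enrichment score of 0.52 and a normalized score of 1.74 (adjusted p = 0.024 from the permutation of genes, one-sided within the sign of the score). Signaling to ERKs (36 of its 38 genes tested) had an enrichment score of 0.40 and a normalized score of 1.51 (adjusted p = 0.042 from the same permutation test). Among the other tests of these lists, limma's camera with the correlation between genes estimated from the data moved the targets most, to an adjusted p of 0.51 (two-sided). With the preset correlation of 0.01 in limma's camera the adjusted p was 0.0097 for the targets, a call that held neither under fry (0.29) nor under the estimated correlation. For signaling to ERKs, camera with the preset correlation gave an adjusted p of 0.12 and fry 0.29, both from limma. Without the library labelled Sham 1, which holds hypothalamic transcripts, the adjusted p from the permutation of genes was 0.130 for the targets and 0.358 for signaling to ERKs. It was also over 0.05 without PEL 2, at 0.0764 for both lists, and without PEL 3, at 0.106 for both, and for signaling to ERKs without Sham 2, at 0.0768, by the same permutation. Of the 23 targets, 19 were higher in the PEL group, with a median log2 fold change of 0.16 and values from -0.59 (*Fos*) to 0.59 (*Mef2c*). The number of targets with an adjusted p-value under 0.05 in edgeR's test was 0 over all genes and 0 adjusted over the list alone, with 1 at an unadjusted p-value under 0.05. For signaling to ERKs, 21 genes were higher, the number past the threshold was again 0 over all genes and adjusted over the list alone, and 5 passed at an unadjusted p-value under 0.05. From the enrichment, the paper concludes that the ERK signaling pathway was upregulated in the hippocampus of the PEL group.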

### Hyperphosphorylation of hippocampal ERK mediates hypothalamic injury-induced cognitive function

Furthermore, we assessed cognitive function after intraperitoneal injection of the ERK signaling pathway inhibitor U0126 and activator TBHQ following PEL surgery. To verify the effects of U0126 and TBHQ, we performed Western blotting, which showed a significant decrease in ERK phosphorylation and decrease in Aβ expression after U0126 treatment and a significant increase in ERK phosphorylation and elevated Aβ expression after TBHQ treatment (ERK: Fig. S4E; Aβ: Fig. S4F). The MWM test also showed that similar to OXT treatment, intraperitoneal injection of U0126 alone after PEL surgery improved the spatial memory of PEL mice, while TBHQ blocked the therapeutic effect of OXT (localization cruise: Fig. 6F; spatial exploration: Fig. 6H;).

## Discussion

### Dysfunction after hypothalamic injury

The hypothalamus plays a vital role in the endocrine system [45]. In neurosurgery, especially tumor resection surgery and other surgeries in regions near the hypothalamus or involving the pituitary stalk, the secretion of trans-pituitary hormones such as AVP and OXT is easily impaired; the pathological changes that occur after impaired AVP secretion were fully explored in our previous studies [33, 34]. Other neurobehavioral and psychiatric abnormalities include deficits in cognition, memory, emotional control and social functioning, mood disorders, and apathy, among others [46, 47]. The most common cognitive deficits associated with hypothalamic injury are paracrine-related situational memory deficits. They range in severity from a mild inability to learn, maintain, and later recall new information beyond the short term to now-rare cases of severe Korsakoff-like deficits characterized by severe amnesia, dissociation, and disorientation to time and place. Situational memory deficits after hypothalamic injury may occur because the hypothalamus is an important component of the Papez memory loop [48], which includes the hippocampus. These deficits in cognitive function may be related to a decrease in the levels of OXT, another neuropeptide, caused by damage to the hypothalamic–pituitary system.

In clinical practice, 17–27% of patients with preoperative craniopharyngioma and almost all postoperative patients exhibit symptoms similar to those of our PEL model when the pituitary stalk is sacrificed during tumor resection [49, 50]. In this study, we constructed a model of hypothalamic injury induced by complete damage to the pituitary stalk, which is also applicable to the study of hypothalamic neuronal loss due to PEL injury, as the pituitary stalk receives axonal output from large cell neurons in the SON and PVN. PEL mice exhibit cognitive dysfunction characterized by reduced spatial memory and social skills, which is consistent with the typical clinical signs of patients after hypothalamic injury. We studied alterations in cognitive function, morphology and molecular biology induced by hypothalamic–pituitary stalk injury in mice, initially confirmed the correlation between hypothalamic–pituitary stalk injury and water-electrolyte metabolism dysfunction and cognitive dysfunction, and preliminarily explored the characteristics of hypothalamic injury-induced water-electrolyte metabolism dysfunction and cognitive dysfunction. The changes resulting from hypothalamic injury caused by tumor compression or neurosurgical injury were partially recapitulated, indicating that this mouse model of hypothalamic–pituitary stalk injury is a reliable animal model for the study of hypothalamic injury.

### Treatment of hypothalamic injury-induced cognitive dysfunction by OXT

OXT was originally thought to be a regulator of childbirth and lactation. However, recent studies have elucidated the effects of OXT on social behaviors such as partnering and maternal care as well as aggression, anxiety, fear, and interpersonal trust. Many subsequent studies have also demonstrated its involvement in the regulation of social behavior in all vertebrates, and it has been proposed for the treatment of a range of neuropsychiatric disorders characterized by deficits in the social domain [51–53]. OXT synthesis and secretion require an intact hypothalamic–pituitary system, and hypothalamic injury involving the hypothalamic–pituitary system can cause impaired OXT synthesis and release, resulting in OXT deficiency and related neuroendocrinological disorders. The main manifestations are cognitive dysfunction, including memory dysfunction and decreased social skills. In this study, we performed transcriptomic analysis of PEL model mice and subsequently investigated specific changes in gene expression patterns and cognitive deficits in PEL model mice to elucidate the underlying regulatory mechanisms. Considering that PEL surgery mainly damages AVP and OXT neuronal axons passing through the pituitary stalk, we focused mainly on AVP and OXT neurons and found that the cell bodies of AVP and OXT MCN and AVP and OXT neuronal fibers were eliminated from the hypothalamic–pituitary system and that antidiuretic peptides and OXT were absent from the systemic circulation. This is also consistent with our results of transcriptomic analysis of PEL model rats. These changes could be responsible for the cognitive dysfunction observed in mice after hypothalamic injury. The central OXT system is a potential therapeutic target for alleviating cognitive dysfunction in many psychiatric disorders.

There are several ways to promote OXT system activity: the most common approach is direct OXT supplementation, which was utilized in initial studies on the therapeutic effect of OXT in ASD [54].In patients with ASD, intravenous high-dose OXT was found to both improve the retention of social information and reduce stereotyped repetitive behaviors; direct OXT supplementation was found to markedly improve social and perceptual abilities, increasing the perception of socially important information such as emotion, empathy, facial information, and responses to biological actions [55]. It also promotes interpersonal relationships through socially reinforced learning, trust and attachment enhancement [56]. The second approach is to activate endogenous OXT neurons to produce more neuronal peptides by optogenetic or chemogenetic methods; these methods have been widely used in cognition-related studies and have been shown to increase OXT levels in the neuropil.

We directly administered OXT or AVP to replenish neuropeptides lost after hypothalamic injury and demonstrated that supplementation with OXT but not AVP after hypothalamic injury partially alleviated cognitive dysfunction, leading to substantial improvements in learning, spatial memory, social skills, and social memory. Furthermore, we activated residual OXT neurons after hypothalamic injury by a chemogenetic approach, and the results showed that hypothalamic injury-induced cognitive dysfunction was also partially improved after OXT neurons were activated. Next, we specifically knocked out OXT neurons in the hypothalamus with a virus that induced apoptosis and showed that the cognitive dysfunction observed after OXT neuron ablation was similar to that observed after PEL surgery, further validating the importance of OXT for cognitive function, improving the understanding of the pathophysiological processes associated with hypothalamic injury, and providing new targets for further prevention and treatment of cognitive dysfunction.

OXT in the brain signals through OXTR, a 7-transmembrane G protein-coupled receptor. In the hippocampus, OXTR appears to be coupled to G-coupled Q/11 proteins that can activate multiple signaling cascades with various downstream effects [57, 58]. The major OXTR signaling cascade involves the G-type Q/11 pathway, which can regulate the mitogen-activated protein kinase (MAPK) cascade and ultimately the activity of extracellular signal-regulated kinase 1/2 (ERK1/2) [59].

### Relevance of the ERK signaling pathway and Aβ deposition in hypothalamic injury-induced cognitive dysfunction

The ERK/MAPK pathway has been extensively studied and found to play a key role in neurodevelopment as well as in learning, memory, synaptic plasticity, and spinal dynamics [60]. The functional importance of ERK/MAPK signaling is also reflected in the fact that mutations in ERK1/2 that lead to hyperactivation cause a range of syndromic and nonsyndromic neurodevelopmental disorders, including impaired cognitive function characterized by memory impairment with social deficits [61, 62]. It has been demonstrated that hyperphosphorylation of ERK in the hippocampus leads to Aβ deposition [63], and β-amyloid (Aβ) forms oligomeric aggregates that interact with membrane receptors, causing a neuropathic cascade that ultimately leads to synaptic dysfunction and neuronal death [64]. Amyloid plaques and neurofibrillary tangles are mainly found in the hippocampus and other limbic brain regions involved in learning and memory and emotion regulation [65–67]. In particular, the hippocampus is particularly susceptible to amyloid toxicity resulting in dementia-like changes [68, 69].

Previous studies have demonstrated that multiple signaling pathways, including the ERK1/2, P38, AMPK, c-jun, and jnk signaling pathways, are involved in OXT-mediated regulation of learning and cognitive functions, including spatial memory, social skills, and emotion [70]. Our RNA-seq experiment demonstrated that the expression of genes enriched in the ERK signaling pathway was increased in hippocampal regions associated with cognition and memory after hypothalamic injury. Furthermore, Western blotting verified that hippocampal ERK1/2 phosphorylation levels changed with OXT levels after hypothalamic injury and OXT treatment, and Aβ levels changed accordingly. 

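A list of 22 genes whose transcripts follow ERK activity, such as the immediate early genes, was also tested, with 21 of them measured in the hippocampus. Its normalized enrichment score was -0.72 (adjusted p = 0.84 from the permutation of genes). Of these genes, 15 were higher in the PEL group and 6 lower, 0 had an adjusted p-value under 0.05 in edgeR's test over all genes or adjusted over the list alone, and 1 passed at an unadjusted p-value under 0.05. The direction was positive when the genes were ranked by log2 fold change, with a normalized score of 1.25 and an adjusted p of 0.26 from the permutation of genes. It was also positive without Sham 2, with a score of 1.38, and without Sham 3, with a score of 0.53. Both of those fits kept the library labelled hippocampus Sham 1. Without that library the score was -1.10, and it also stayed negative when any PEL library was left out. The pathway terms that the deposited table assigns to its genes were tested as well, a choice made after seeing the data. The KEGG MAPK signaling pathway (263 genes) had a normalized score of 1.06, and the GO term for the ERK cascade (26 genes) had one of -1.08 (adjusted p = 0.53 for both by the permutation of genes). The GO term for its positive regulation (156 genes) had a normalized score of -0.85 (adjusted p = 0.78 by the same permutation). Without the library labelled hippocampus Sham 1, which holds hypothalamic transcripts, the score of the KEGG pathway was -0.85 (adjusted p = 0.84 by the permutation of genes).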

Taken together, our results showed that ERK1/2 hyperphosphorylation and thus Aβ deposition due to reduced OXT levels are associated with cognitive dysfunction after hypothalamic injury. However, more studies are needed to investigate the specific mechanism of Aβ production in the hippocampus after hypothalamic injury.

## Conclusion

Our findings suggest that cognitive dysfunction after hypothalamic injury may be caused by ERK hyperphosphorylation in the hippocampal region resulting from a decrease in the number of OXT neurons, which in turn causes Aβ deposition. The present study provides a new mechanism of the role for OXT in cognition and uncovers ERK signaling in memory modulation.

### Supplementary information

Supplementary Material

## Data Availability

Original RNA seq data can be acquired from the pubic GEO database (GSE229838). Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## References

[1] Alescio-Lautier B, Soumireu-Mourat B (1998). Role of vasopressin in learning and memory in the hippocampus. Prog Brain Res.

[2] Caldwell HK, Lee HJ, Macbeth AH, Young WS (2008). Vasopressin: behavioral roles of an “original” neuropeptide. Prog Neurobiol.

[3] Lee HJ, Macbeth AH, Pagani JH, Young WS (2009). Oxytocin: the great facilitator of life. Prog Neurobiol.

[4] de Wied D, Diamant M, Fodor M (1993). Central nervous system effects of the neurohypophyseal hormones and related peptides. Front Neuroendocrinol.

[5] Huang T, Guan F, Licinio J, Wong ML, Yang Y (2021). Activation of septal OXTr neurons induces anxiety- but not depressive-like behaviors. Mol Psychiatry.

[6] Bowen MT, Neumann ID (2017). Rebalancing the addicted brain: oxytocin interference with the neural substrates of addiction. Trends Neurosci.

[7] Sarnyai Z, Kovács GL (2014). Oxytocin in learning and addiction: from early discoveries to the present. Pharm Biochem Behav.

[8] Tracy LM, Georgiou-Karistianis N, Gibson SJ, Giummarra MJ (2015). Oxytocin and the modulation of pain experience: Implications for chronic pain management. Neurosci Biobehav Rev.

[9] Sabatier N, Leng G, Menzies J (2013). Oxytocin, feeding, and satiety. Front Endocrinol (Lausanne).

[10] Ferguson JN, Aldag JM, Insel TR, Young LJ (2001). Oxytocin in the medial amygdala is essential for social recognition in the mouse. J Neurosci.

[11] Drago F, Bohus B (1986). Hyperprolactinaemia alleviates behavioral alterations of rats with hereditary hypothalamic diabetes insipidus (Brattleboro strain). Physiol Behav.

[12] Gard PR, Naylor C, Ali S, Partington C (2012). Blockade of pro-cognitive effects of angiotensin IV and physostigmine in mice by oxytocin antagonism. Eur J Pharm.

[13] Kovács GL, Bohus B, Versteeg DH, de Kloet ER, de Wied D (1979). Effect of oxytocin and vasopressin on memory consolidation: sites of action and catecholaminergic correlates after local microinjection into limbic-midbrain structures. Brain Res.

[14] Gaffori OJ, De Wied D (1988). Bimodal effect of oxytocin on avoidance behavior may be caused by the presence of two peptide sequences with opposite action in the same molecule. Eur J Pharm.

[15] Sánchez-Vidaña DI, Chan NM, Chan AH, Hui KK, Lee S, Chan HY (2016). Repeated treatment with oxytocin promotes hippocampal cell proliferation, dendritic maturation and affects socio-emotional behavior. Neuroscience.

[16] Rice MA, Hobbs LE, Wallace KJ, Ophir AG (2017). Cryptic sexual dimorphism in spatial memory and hippocampal oxytocin receptors in prairie voles (Microtus ochrogaster). Horm Behav.

[17] Insel TR, Young L, Wang Z (1997). Central oxytocin and reproductive behaviours. Rev Reprod.

[18] Ferguson JN, Young LJ, Hearn EF, Matzuk MM, Insel TR, Winslow JT (2000). Social amnesia in mice lacking the oxytocin gene. Nat Genet.

[19] Stoop, R, C Hegoburu, E van den Burg. New opportunities in vasopressin and oxytocin research: a perspective from the Amygdala. in Annual Review of Neuroscience, Vol 38, SE Hyman, Editor; 2015. p. 369–88.10.1146/annurev-neuro-071714-03390426154981

[20] Raskind MA, Peskind ER, Lampe TH, Risse SC, Taborsky GJ, Dorsa D (1986). Cerebrospinal fluid vasopressin, oxytocin, somatostatin, and beta-endorphin in Alzheimer’s disease. Arch Gen Psychiatry.

[21] Mazurek MF, Beal MF, Bird ED, Martin JB (1986). Vasopressin in Alzheimer’s disease: a study of postmortem brain concentrations. Ann Neurol.

[22] Rimmele U, Hediger K, Heinrichs M, Klaver P (2009). Oxytocin makes a face in memory familiar. J Neurosci.

[23] Bartz JA, Zaki J, Bolger N, Ochsner KN (2011). Social effects of oxytocin in humans: context and person matter. Trends Cogn Sci.

[24] Frankiensztajn LM, Gur-Pollack R, Wagner S (2018). A combinatorial modulation of synaptic plasticity in the rat medial amygdala by oxytocin, urocortin3 and estrogen. Psychoneuroendocrinology.

[25] Hemberg M (2017). Summing up the parts of the hypothalamus. Nat Neurosci.

[26] Haller J, Makara GB, Barna I, Kovacs K, Nagy J, Vecsernyes M (1996). Compression of the pituitary stalk elicits chronic increases in CSF vasopressin, oxytocin as well as in social investigation and aggressiveness. J Neuroendocrinol.

[27] Guo L, Qi YJ, Tan H, Dai D, Balesar R, Sluiter A (2022). Different oxytocin and corticotropin-releasing hormone system changes in bipolar disorder and major depressive disorder patients. EBioMedicine.

[28] Bachmann D, Roman ZJ, Buchmann A, Zuber I, Studer S, Saake A (2022). Lifestyle affects amyloid burden and cognition differently in men and women. Ann Neurol.

[29] Berron D, van Westen D, Ossenkoppele R, Strandberg O, Hansson O (2020). Medial temporal lobe connectivity and its associations with cognition in early Alzheimer’s disease. Brain.

[30] Edate S, Albanese A (2015). Management of electrolyte and fluid disorders after brain surgery for pituitary/suprasellar tumours. Horm Res Paediatr.

[31] Feng Z, Ou Y, Zhou M, Wu G, Ma L, Bao Y (2018). A rat model for pituitary stalk electric lesion-induced central diabetes insipidus: application of 3D printing and further outcome assessments. Exp Anim.

[32] Feng Z, Ou Y, Zhou M, Wu G, Ma L, Zhang Y (2018). Functional ectopic neural lobe increases GAP-43 expression via PI3K/AKT pathways to alleviate central diabetes insipidus after pituitary stalk lesion in rats. Neurosci Lett.

[33] Zhou M, Ou Y, Wu G, Li K, Peng J, Wang X (2022). Transcriptomic analysis reveals that activating transcription factor 3/c-Jun/Lgals3 axis is associated with central diabetes insipidus after hypothalamic injury. Neuroendocrinology.

[34] Zhou M-F, Feng Z-P, Ou Y-C, Peng J-J, Li K, Gong H-D (2019). Endoplasmic reticulum stress induces apoptosis of arginine vasopressin neurons in central diabetes insipidus via PI3K/Akt pathway. Cns Neurosci Therapeutics.

[35] Chen S, He L, Huang AJY, Boehringer R, Robert V, Wintzer ME (2020). A hypothalamic novelty signal modulates hippocampal memory. Nature.

[36] Szeto A, McCabe PM, Nation DA, Tabak BA, Rossetti MA, McCullough ME (2011). Evaluation of enzyme immunoassay and radioimmunoassay methods for the measurement of plasma oxytocin. Psychosom Med.

[37] Tabak BA, Leng G, Szeto A, Parker KJ, Verbalis JG, Ziegler TE (2023). Advances in human oxytocin measurement: challenges and proposed solutions. Mol Psychiatry.

[38] Choe KY, Bethlehem RAI, Safrin M, Dong H, Salman E, Li Y (2022). Oxytocin normalizes altered circuit connectivity for social rescue of the Cntnap2 knockout mouse. Neuron.

[39] Hicks C, Ramos L, Reekie T, Misagh GH, Narlawar R, Kassiou M (2014). Body temperature and cardiac changes induced by peripherally administered oxytocin, vasopressin and the non-peptide oxytocin receptor agonist WAY 267,464: a biotelemetry study in rats. Br J Pharm.

[40] Oliveira VEM, Lukas M, Wolf HN, Durante E, Lorenz A, Mayer AL (2021). Oxytocin and vasopressin within the ventral and dorsal lateral septum modulate aggression in female rats. Nat Commun.

[41] Zhu W, Ding Z, Zhang Z, Wu X, Liu X, Zhang Y (2021). Enhancement of oxytocin in the medial prefrontal cortex reverses behavioral deficits induced by repeated ketamine administration in mice. Front Neurosci.

[42] Tan O, Musullulu H, Raymond JS, Wilson B, Langguth M, Bowen MT (2019). Oxytocin and vasopressin inhibit hyper-aggressive behaviour in socially isolated mice. Neuropharmacology.

[43] Hofmann J, Huber C, Novak B, Schreckenbach M, Schubert CF, Touma C (2021). Oxytocin receptor is a potential biomarker of the hyporesponsive HPA axis subtype of PTSD and might be modulated by HPA axis reactivity traits in humans and mice. Psychoneuroendocrinology.

[44] Yu G, Wang L-G, Han Y, He Q-Y (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[45] Burbridge S, Stewart I, Placzek M (2016). Development of the neuroendocrine hypothalamus. Compr Physiol.

[46] Bauer HG (1954). Endocrine and other clinical manifestations of hypothalamic disease; a survey of 60 cases, with autopsies. J Clin Endocrinol Metab.

[47] Maria Pascual J, Prieto R, Castro-Dufourny I, Mongardi L, Rosdolsky M, Strauss S (2018). Craniopharyngiomas primarily involving the hypothalamus: a model of neurosurgical lesions to elucidate the neurobiological basis of psychiatric disorders. World Neurosurg.

[48] Vann SD (2010). Re-evaluating the role of the mammillary bodies in memory. Neuropsychologia.

[49] Mueller HL (2020). The diagnosis and treatment of craniopharyngioma. Neuroendocrinology.

[50] Mueller HL, Merchant TE, Warmuth-Metz M, Martinez-Barbera J-P, Puget S. Craniopharyngioma. Nat Rev Dis Primers. 2019;5.10.1038/s41572-019-0125-931699993

[51] Alharfi IM, Stewart TC, Foster J, Morrison GC, Fraser DD (2013). Central diabetes insipidus in pediatric severe traumatic brain injury. Pediatr Crit Care Med.

[52] Dulac C, O’Connell LA, Wu Z (2014). Neural control of maternal and paternal behaviors. Science.

[53] Rilling JK, Young LJ (2014). The biology of mammalian parenting and its effect on offspring social development. Science.

[54] Hollander E, Novotny S, Hanratty M, Yaffe R, DeCaria CM, Aronowitz BR (2003). Oxytocin infusion reduces repetitive behaviors in adults with autistic and Asperger’s disorders. Neuropsychopharmacology.

[55] Domes G, Lischke A, Berger C, Grossmann A, Hauenstein K, Heinrichs M (2010). Effects of intranasal oxytocin on emotional face processing in women. Psychoneuroendocrinology.

[56] Hurlemann R, Patin A, Onur OA, Cohen MX, Baumgartner T, Metzler S (2010). Oxytocin enhances amygdala-dependent, socially reinforced learning and emotional empathy in humans. J Neurosci.

[57] Rae M, Lemos Duarte M, Gomes I, Camarini R, Devi LA (2022). Oxytocin and vasopressin: signalling, behavioural modulation and potential therapeutic effects. Br J Pharmacol.

[58] Froemke RC, Young LJ. Oxytocin, neural plasticity, and social behavior. in Annual Review of Neuroscience, Vol 44, 2021, Roska B, Zoghbi HY and editors. 2021. p. 359–81.10.1146/annurev-neuro-102320-102847PMC860420733823654

[59] Ye C, Cheng M, Ma L, Zhang T, Sun Z, Yu C (2022). Oxytocin nanogels inhibit innate inflammatory response for early intervention in Alzheimer’s disease. Acs Appl Mater Interfaces.

[60] Thomas GM, Huganir RL (2004). Mapk cascade signalling and synaptic plasticity. Nat Rev Neurosci.

[61] Tidyman WE, Rauen KA (2016). Pathogenetics of the RASopathies. Hum Mol Genet.

[62] Borrie SC, Brems H, Legius E, Bagni C. Cognitive dysfunctions in intellectual disabilities: The Contributions of the Ras-MAPK and PI3K-AKT-mTOR Pathways. in Annual Review of Genomics and Human Genetics, Vol 18, A Chakravarti and ED Green, Editors; 2017. p. 115-42.10.1146/annurev-genom-091416-03533228859574

[63] Kim E, Kim H, Jedrychowski MP, Bakiasi G, Park J, Kruskop J (2023). Irisin reduces amyloid-β by inducing the release of neprilysin from astrocytes following downregulation of ERK-STAT3 signaling. Neuron.

[64] Nistico R, Pignatelli M, Piccinin S, Mercuri NB, Collingridge G (2012). Targeting synaptic dysfunction in Alzheimer’s disease therapy. Mol Neurobiol.

[65] Holtzman DM, Morris JC, Goate AM. Alzheimer’s disease: the challenge of the second century. Sci Transl Med. 2011;3.10.1126/scitranslmed.3002369PMC313054621471435

[66] Gomez-Isla T, Price JL, McKeel DW, Morris JC, Growdon JH, Hyman BT (1996). Profound loss of layer II entorhinal cortex neurons occurs in very mild Alzheimer’s disease. J Neurosci.

[67] Murray C, Viehman A, Lippa CF (2006). The corpus callosum in Pick’s disease, Alzheimer’s disease, and amyotrophic lateral sclerosis: gliosis implies possible clinical consequence. Am J Alzheimer’s Dis Other Dement.

[68] Mu Y, Gage FH. Adult hippocampal neurogenesis and its role in Alzheimer’s disease. Mol Neurodegener. 2011;6.10.1186/1750-1326-6-85PMC326181522192775

[69] Hollands C, Bartolotti N, Lazarov O. Alzheimer’s disease and hippocampal adult neurogenesis; exploring shared mechanisms. Front Neurosci. 2016;10.10.3389/fnins.2016.00178PMC485338327199641

[70] Jurek B, Neumann ID (2018). The oxytocin receptor: from intracellular signaling to behavior. Physiol Rev.

# Supplementary material for: Oxytocin attenuates hypothalamic injury-induced cognitive dysfunction by inhibiting hippocampal ERK signaling and Aβ deposition
**Source:** Transl Psychiatry. 2024 May 25;14:208. doi: 10.1038/s41398-024-02930-y
**Supplement:** Supplementary file 1 — Supplementary Material

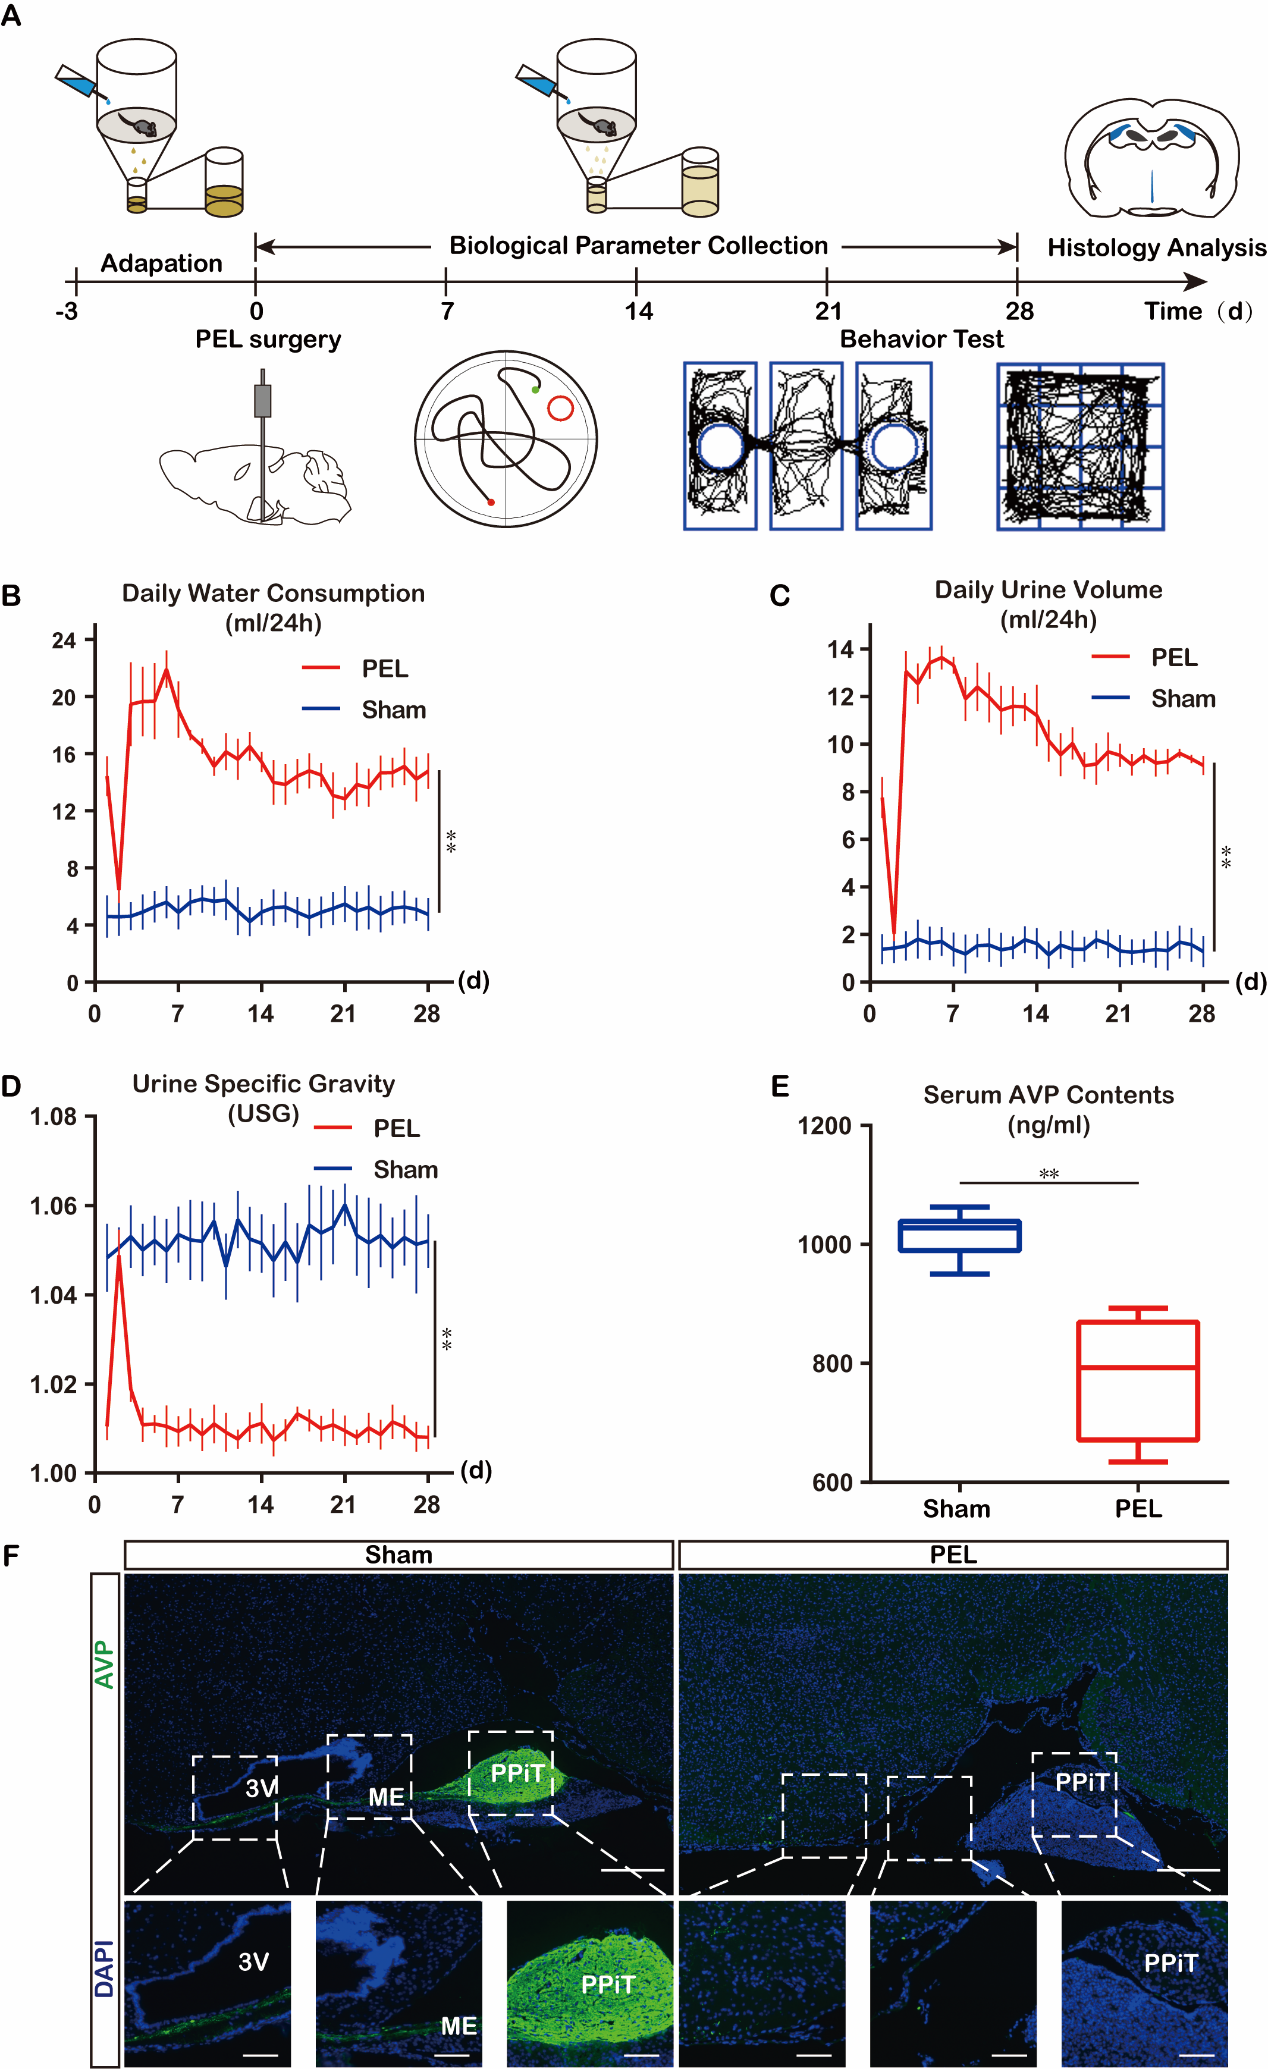

Figure S1. typical CDI phenotype induced by hypothalamic PEL.

(A) The entire experimental protocol of this study. DWC (B F (1, 10) = 5152,*P*＜0.01), DUV (C H= 242.5855382, *P*＜0.01) and USG (D H= 238.1449454, *P*＜0.01) in PEL mice and Sham mice (n=6). Serum AVP levels were measured by ELISA (n=6) (E Mann-Whitney U= 0 *P*＜0.01 ) (F) Disruption of pituitary stalk continuity and loss of AVP neurons in PEL mice. Scale bars, 50 μm for low magnification images and 20 μm for high magnification images. Data are analyzed by unpaired t test (B–E). Data are expressed as mean ± SEM. Compared with Sham, ***P* <0.01. PEL: pituitary stalk electrical injury; DWC: daily water consumption; DUV: daily urine volume; USG: urine specific gravity; CDI, central diabetes insipidus; AVP, arginine vasopressin; OXT: oxytocin; 3V, third ventricle; ME, median eminence; PPiT, posterior pituitary.

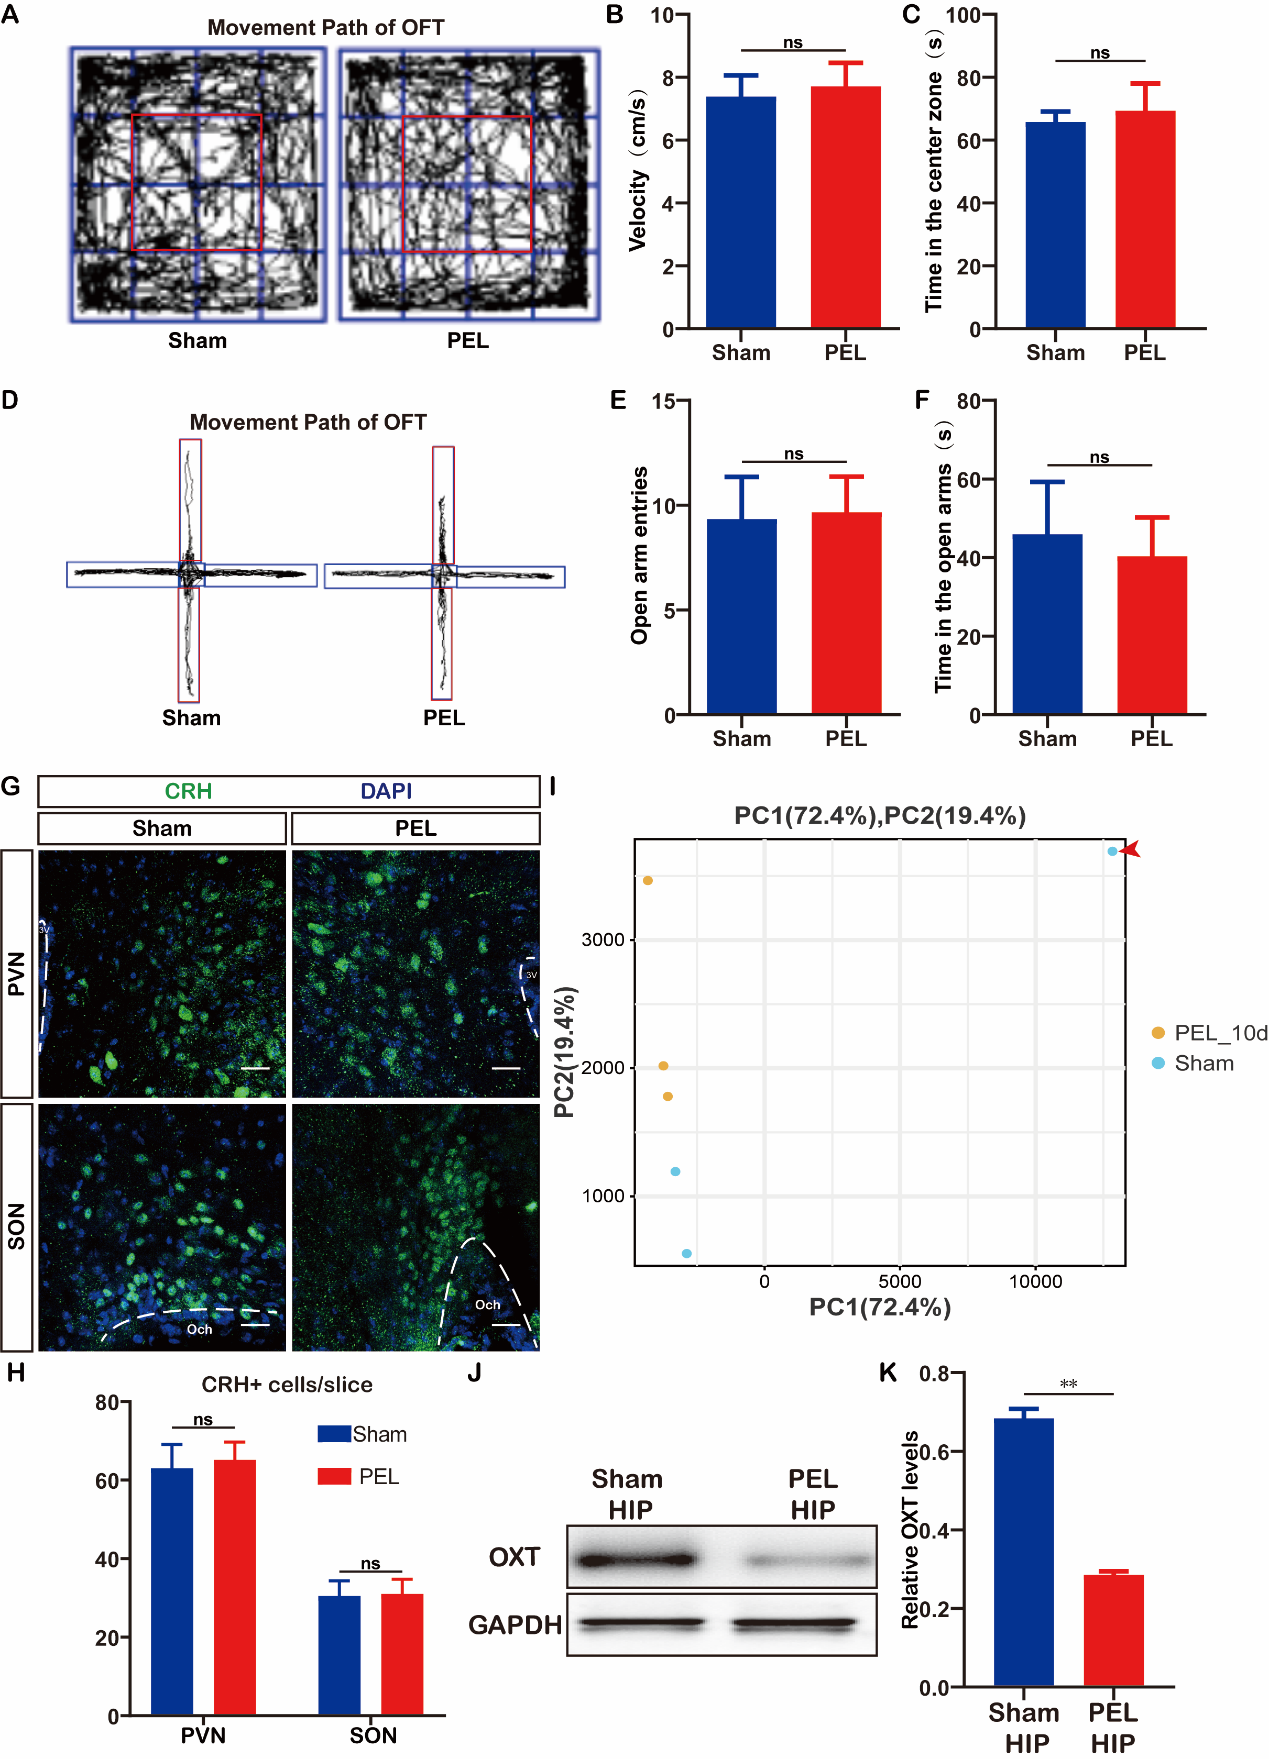

Figure S2 PEL treatment does not affect locomotion and anxiety levels in mice.

(A) Trajectories of PEL-treated group（n=6）and Sham group（n=6） in the OFT test. The area in red is the center area.

(B) Quantitative analysis of velocity in the OFT test. (t=0.3221, df=10 *p*= 0.754.)

(C) Quantitative analysis of time in the center zone in the OFT test. (t=0.3923, df=10 *p*= 0.7031.)

(D) Trajectories of PEL-treated group（n=6）and Sham group（n=6） in the EPM test. The area in red is the open arm

(E) Quantitative analysis of open arm entries in the EPM test. (t=0.1270, df=10, *p*=0.9015.)

(F) Quantitative analysis of time in the open arms in the EPM test. (t=0.3368, df=10, *p*= 0.7432.)

(G) CRH neuronal was not lost after PEL.

(H) Quantification results of CRH neurons (n=6, PVN: t=0.6959, df=10, *p*= 0.5024; SON: t=0.2255, df=10 *p*= 0.8261)

(I) PCA maps of hypothalamus sequencing in Sham and PEL mice. Red arrow is outlier.

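Principal components of the FPKM values, centred and not scaled, were computed for the 3 Sham and 3 PEL_10d libraries of the hypothalamus. Component 1 held 91.8% of the variance and component 2 held 5.27%. The library labelled Sham 1 lay at 13767 on component 1 and the other libraries between -3358 and -2207. Of component 1, 74.6% came from *Ttr*, which encodes transthyretin and which the choroid plexus expresses highly. *Ttr* was at 14320 FPKM in Sham 1 and at 4.86 and 5.52 FPKM in Sham 2 and Sham 3. On a log2 scale with 1 FPKM added, component 1 held 65.3% and component 2 held 22.4%, and with each gene scaled to unit variance component 1 held 44.1%, the alternative that moved it most. Lists of marker genes were compared with the other 17 hypothalamic libraries on a log2 scale. In Sham 1 the median difference was 3.09 for 14 hippocampus markers, 6.16 for 10 choroid plexus markers and -4.28 for 14 hypothalamus markers. Across 14080 genes, the median correlation of Sham 1 was 0.882 with the libraries labelled hypothalamus and 0.955 with those labelled hippocampus, and genes are not independent replicates. For the library labelled hippocampus Sham 1 these values were 0.958 and 0.893.

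**Figure D3:**
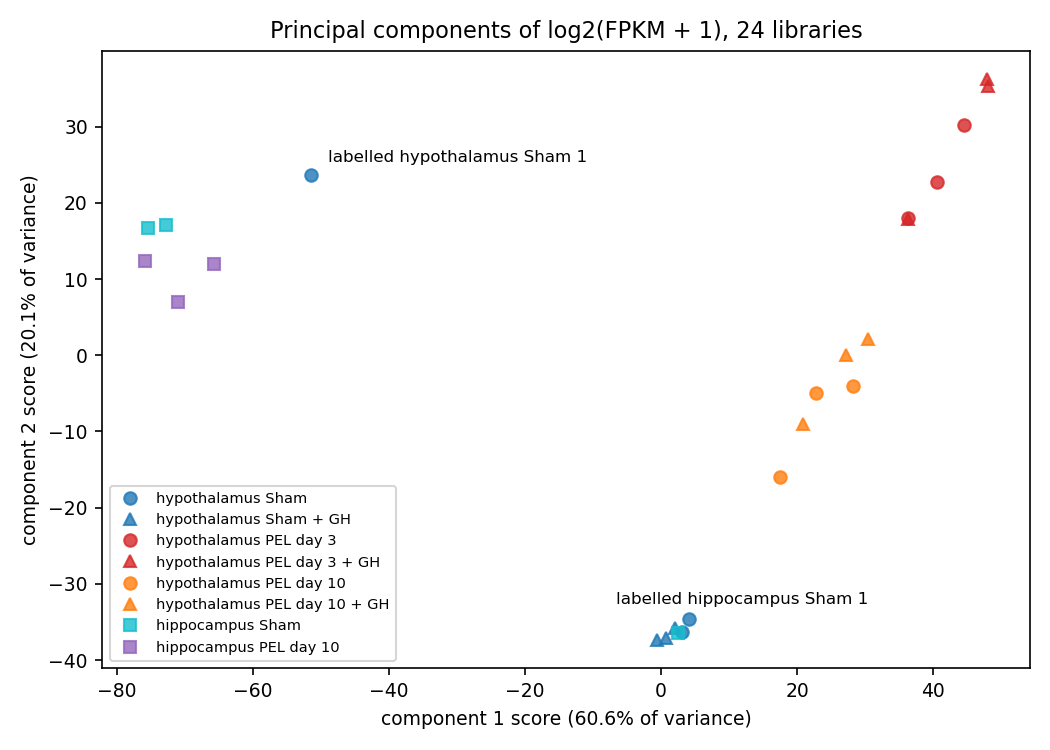
Component 1 (x axis, 60.6% of the variance) and component 2 (y axis, 20.1%) of log2(FPKM + 1) in all 24 libraries, with 1 point per library coloured by group. The library labelled hypothalamus Sham 1 lies at -51.5 on component 1, toward the hippocampal libraries at -76.0 to -65.8, and the library labelled hippocampus Sham 1 lies at 2.54 among the hypothalamic ones.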

(J,K) Immunoblotting confirmed the decrease of OXT in hippocampal tissues of mice after PEL surgery (n=6,t=15.30, df=10, *p*<0.01)

Data were analyzed by unpaired t test (B, C, E, F, H, K). Data are expressed as mean± SEM. Compared to PEL-treated group, ***P* <0.01, ****P* <0.001. OFT: open field test; EPM: elevated plus maze

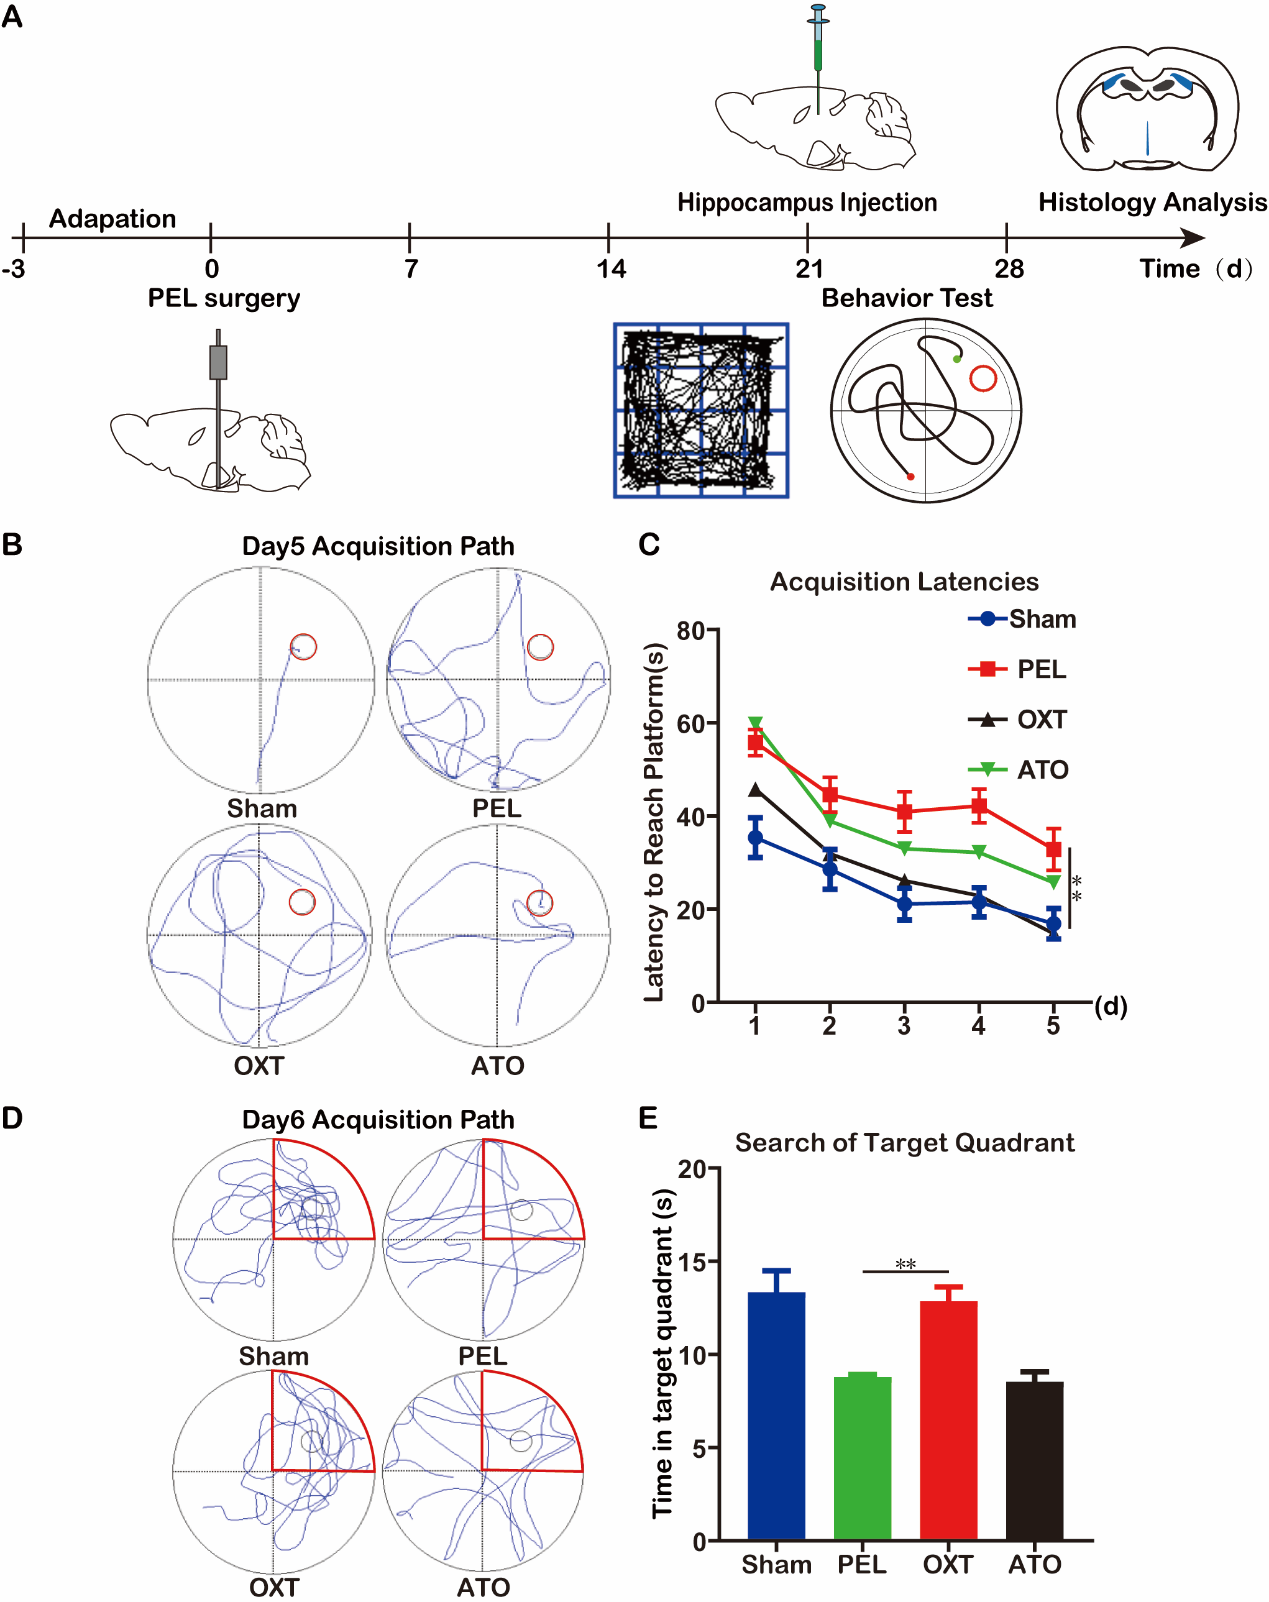

Figure S3 Intrahippocampal injection of OXT significantly improves PEL-induced cognitive dysfunction

(A) The entire experimental protocol of this study.

(B) Trajectories of Sham group（n=6）,PEL-treated group（n=6）, OXT-supplemented group（n=6）, and ATO group（n=6） in the MWM place navigation experiment

(C) Quantitative analysis of latency in the MWM place navigation experiment. (F (3.784, 348.1) = 32.74 *p*<0.01.)

(D) Trajectories of Sham group（n=6）,PEL-treated group（n=6）, OXT-supplemented group（n=6）, and ATO group（n=6） in the MWM spatial exploration experiment. The area in red is the area around the platform, and the activity time of mice in the shaded part is calculated.

(E) Quantitative analysis of swimming time around the platform in the MWM spatial exploration experiment. (F (3, 20) = 11.9, *p*<0.01.)

Data were analyzed by two-way ANOVA (B) and 1-way ANOVA followed by LSD multiple comparisons test (D). Data are expressed as mean± SEM. Compared to PEL-treated group, ***P* <0.01,. MWM: Morris Water Maze; OXT: oxytocin; ATO: Atosiban.

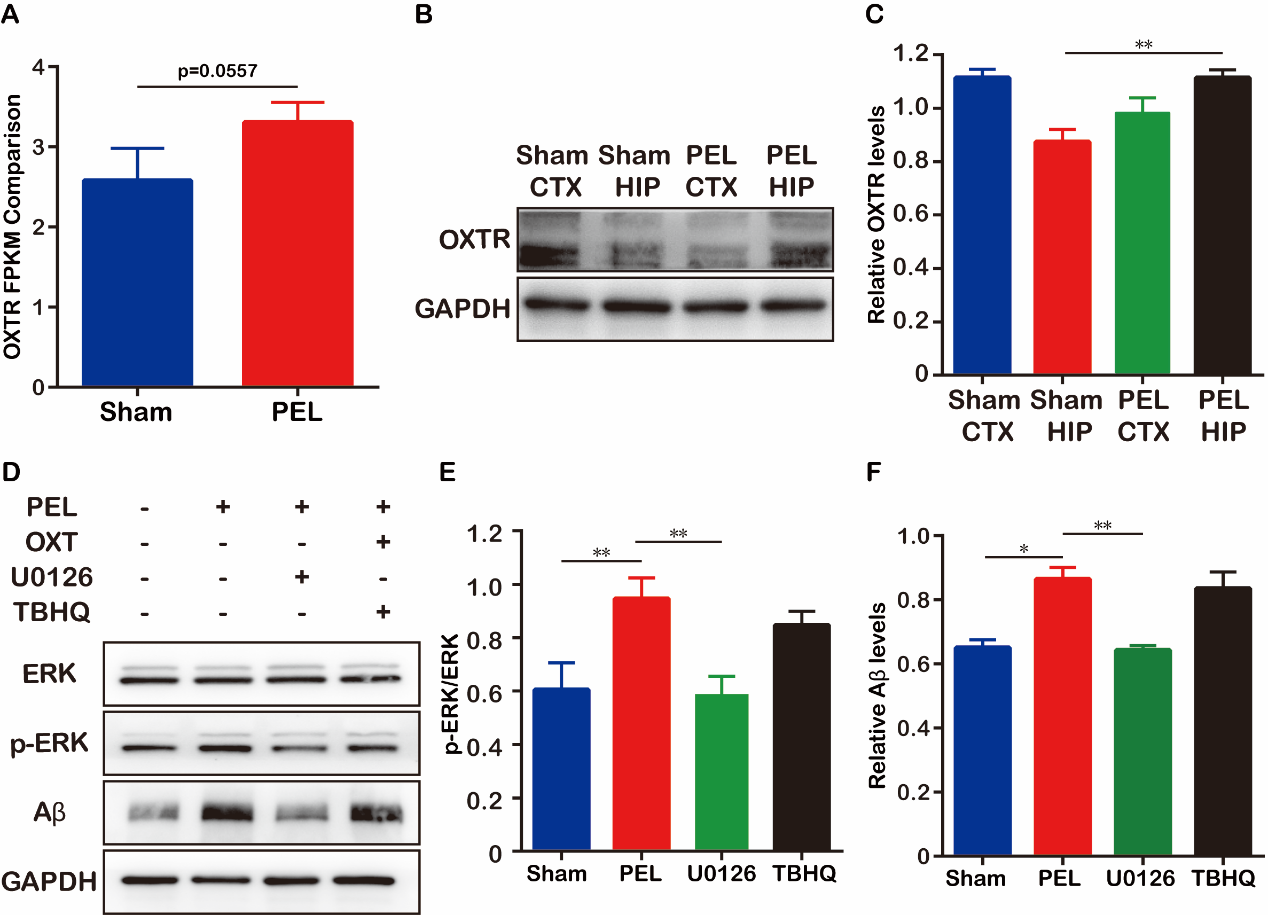

Figure S4 Validation of hippocampal OXTR signaling and ERK signaling pathway

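In the authors' deposited FPKM values for the hippocampus, *Oxtr*, the gene of the oxytocin receptor, was at 2.24, 2.47 and 3.02 FPKM in the Sham libraries and at 3.15, 3.59 and 3.18 FPKM in the libraries of the PEL group. The means were 2.58 ± 0.401 (SD, n = 3) and 3.31 ± 0.248 (SD, n = 3), a difference of 0.727 FPKM (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). In CPM with TMM normalization, the exact two-sided permutation test gave p = 0.2 with n = 3 in each group. Leaving out 1 library at a time moved the difference between 0.559 FPKM, without the library labelled Sham 1, which holds hypothalamic transcripts, and 0.949 FPKM, without Sham 3.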

Quantitative results of elevated OXTR FPKM values in the hippocampal region after PEL surgery (A n=3 each group, t=2.671, df=4, *p*=0.0557). Immunoblotting confirmed the elevated expression of OXTR in hippocampal tissue of mice after PEL surgery (B, C n=6,Kruskal-Wallis statistic=17.15, *p*<0.01.).Immunoblotting confirmed that U0126 attenuates ERK hyperphosphorylation in hippocampal tissue of mice after PEL surgery (D, E n=6 Kruskal-Wallis statistic= 17.86, *p*<0.01.).Immunoblotting confirmed that U0126 attenuated Aβ expression in hippocampal tissue of mice after PEL surgery (D, F n=6,Kruskal-Wallis statistic= 17.55, *p*<0.01.).

Data were analyzed by unpaired t test（A）and Kruskal-Wallis test (C, E, F). Data are expressed as mean± SEM. Compared to Sham, ***P* <0.01.

How the deposited data were processed for this re-analysis (not part of the article)

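RNA was sequenced from 24 samples in 8 groups of 3. The hypothalamus was collected from Sham mice and from PEL mice at day 3 (PEL_3d) and day 10 (PEL_10d). It was also collected from each of these groups with the label GH, read here as growth hormone. The hippocampus was collected from Sham mice and from PEL mice at day 10. The labels give day 0 for every Sham library, so no PEL group is matched with its Sham group in labelled day. The paper reports on the Sham and PEL_10d groups of both tissues. Conditions and replicate numbers were taken from the sample labels and the paper. A sample titled as hippocampal Sham 3 is labelled hypothalamus in its tissue field and was kept with the hippocampal Sham group, because the paper shows 3 hippocampal samples per group.

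According to its methods, the paper aligned reads with Hisat2 v2.0.5, counted them with featureCounts v1.5.0-p3 and tested them with DESeq2 1.10.1, and its text does not name the genome build. The authors deposited 1 table with an estimated count and an FPKM value for each gene and sample. The table lists 22274 genes, of which 22219 were matched to a symbol through a table of mouse gene names and 55 kept their identifier. Of the deposited estimated counts, 8.22% are not whole numbers, in 3410 genes, so they were rounded for the tests. No count was listed in any sample for 3339 genes. The FPKM values are normalized by the authors for gene length and library size and were used as deposited. The positions of genes are those of the GENCODE annotation of GRCm38, which was also the source of GC content and length for 99.75% of the genes.

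Total counts per sample ranged from 15095267 to 17973494, with a median of 15883699. At this depth a count of 3 was taken as the floor of detection, and a fold against a group with at most 3 counts in each library was computed against that floor and given as a lower bound. The errors given are the spread between replicates, and floors cover counting error only. The range of totals in the groups the paper does not report on was 15691068 to 16317144 for PEL_3d, 15804115 to 17859115 for PEL_3d with GH, 15833661 to 17285291 for PEL_10d with GH, and 15649655 to 17453164 for Sham with GH. Replicates were compared by the chi-square of their counts per degree of freedom, over 24 pairs. It ranged from 3.25 to 20.5 except in the 4 pairs with a library labelled Sham 1, where it was 163 to 167, and no pair held identical values.

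Groups were compared with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood tests after TMM normalization, over genes that passed filterByExpr with a minimum count of 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each fit held only the groups compared. The paper left 1 hypothalamic Sham sample out, and the pair of Sham samples whose mean FPKM came closest to Fig. 2B was taken as the paper's samples. That comparison was made over the paper's samples and over all samples. The others were hippocampal PEL against Sham, PEL_3d against Sham, each GH group against its group without GH, and the difference of the PEL_10d effect between the tissues as an interaction term. Single genes were also compared in FPKM by exact two-sided permutation tests with scipy 1.17.1. Gene sets were tested with fgsea 1.28.0, with 10000 permutations of genes, random seed 1 and sets of at least 10 tested genes. The sets were ERK/MAPK targets (23 genes), signaling to ERKs (38 genes) and a list of ERK transcriptional output (22 genes), all written from general knowledge, since the paper's text does not list the members of its sets. Principal components were computed from FPKM, centred and not scaled, with numpy 2.4.6. Tables were handled with pandas 2.3.3 in Python 3.11.15 and plots drawn with matplotlib 3.10.9.

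The genes named were chosen by a rule. It covers every gene of Fig. 2A, *Oxtr*, *Avpr1a*, *Mapk3*, *App*, *Bace1*, *Atf3*, *Jun* and *Lgals3*, the genes of the sets, and in each comparison up to 3 genes with the largest rise and 3 with the largest fall among those past the threshold whose groups did not overlap, with a mean CPM of at least 1. One further gene of the rule is not reported here. Marker lists were written for anterior pituitary, blood, choroid plexus, hippocampus, hypothalamus, striatum and thalamus, for microglia and macrophages, oligodendrocytes and reactive astrocytes, and for immediate early and Y chromosome genes. They were compared between libraries as log2(FPKM + 0.1) and between groups with limma 3.58.1 (fry). Lists of cholesterol synthesis, glucocorticoid response and neuron genes were written after the tables of all genes had been seen. The design, the rule for named genes, the gene sets, the marker lists and the alternatives not marked otherwise were set before the data were examined.

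The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0, no filter on low counts, a mean count of at least 50, the replicate number as a block, one fit over all groups of the tissue, each library left out in turn, and for the PEL_10d comparisons an unadjusted p-value under 0.05 or an added limit of 1 on the absolute log2 fold change. Gene sets were also tested after ranking by log2 fold change or by signal-to-noise of FPKM over genes with a mean of at least 0.5 FPKM, and with camera, at a preset correlation of 0.01 or an estimated one, and fry. FPKM of single genes was also compared as CPM and as log2(FPKM + 1) and log2(FPKM + 0.1). Pathway terms of the deposited table, DESeq2 together with the limit on the fold change, the interaction without both libraries labelled Sham 1, and PEL against Sham among the mice given GH were added after seeing the data. Trends with GC content and gene length were removed in 20 bins of each as offsets in edgeR, with a prior count of 2 for the log scale, and every library was also thinned to the smallest total of its comparison.

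The tests were checked on simulated counts drawn from the real means and library sizes. In them 200 genes were changed by a log2 fold change of 1 or 2, up or down. For the paper's samples of the hypothalamus (3 against 2), edgeR recovered 94.5% of them with 8.25% of its calls false, over 14656 genes, and DESeq2 recovered 92.5% with 7.04% false, over 14790 genes. For the hippocampus (3 against 3), edgeR recovered 49% with 4.85% false, over 13940 genes, and DESeq2 78.5% with 29.0% false, over 14039 genes. For the interaction, edgeR recovered 36% with 1.37% false, over 14739 genes, and DESeq2 55% with 23.1% false, over 14912 genes. A simulated set of 30 raised genes had a normalized enrichment score of 3.11 and a set of 30 unchanged genes had one of 0.97. The raised set was taken from the genes changed in this way, each drawn independently, so its high score was fixed by the setup. The ERK/MAPK targets had a median log2 fold change of 0.16, and the simulation does not cover sets with changes that small. All groups hold 3 samples, so no sample was tested as an outlier.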

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

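The counts of genes over other splits of the libraries were tests set before the result was seen, except for the interaction between the tissues, and the tests of that interaction, of GC content and gene length, of depth, of single libraries, of cell type shares, of glucocorticoid response and of PEL among mice given GH were chosen only after the result was seen.

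The paper does not report on the hypothalamus at day 3 after PEL. There, 1683 of 14726 genes had an adjusted p-value under 0.05 against Sham in edgeR's quasi-likelihood test, 1530 higher and 153 lower, and 5282 genes (35.9%) separated the groups, where chance gives 10%. *Apoc2* was at least 72-fold higher (adjusted p = 0.0015, edgeR). *Gm5861* and *Gm8897*, at least 53.3-fold and 44.2-fold higher, may share reads with near-identical genes and are uncertain. *Avp* had a log2 fold change of -2.16 without passing the threshold (adjusted p = 0.38, edgeR). Among genes past it whose groups did not overlap, with a mean CPM of at least 1, *Corin* fell most. Its log2 fold change was -2.01 (standard error 0.35, adjusted p = 0.016, edgeR). Next were *Glp1r* at -1.77 (standard error 0.32, adjusted p = 0.0167, edgeR) and *Npas4* at -1.68 (standard error 0.37, adjusted p = 0.036, edgeR). Each of these 3 calls was lost in at least 3 of the fits that left out 1 library. Removing trends with GC content and gene length kept 1459 of the 1683 genes past the threshold, so this bias does not account for the pattern as a whole. With every library thinned to the smallest total, 1679 genes passed, so a difference in library totals does not account for the size of the count. Whether these were the same genes was not compared. The hippocampus-like library labelled Sham 1 does not create the count either, since 6025 genes passed without that library. Of these, 3313 were higher and 2712 lower, so the strong excess of higher genes among the 1683 was much weaker without it. The count was 998 without Sham 2, 983 without Sham 3, 866 without PEL_3d 1 and 821 without PEL_3d 3. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one. No other split gave any, but with 10 splits the share cannot fall under 0.1, so that count alone does not exclude chance. A chance difference between these 6 libraries does not account for the genes, since 1608 of the 1683 passed in the same direction between the separate PEL_3d and Sham groups given GH, where 3972 genes were higher and 3707 lower in edgeR's test. A response to the lesion is a hypothesis that stays open. Both Sham groups, with and without GH, are labelled day 0, so neither comparison is matched in labelled day.

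Genes of microglia and macrophages lie outside those the paper discusses. Over the paper's samples their list had a median log2 fold change of 2.69 at day 10, with 10 of 10 genes past the threshold in edgeR's test over all genes and 10 adjusted over the list alone (limma's fry, adjusted p = 0.042). With all Sham samples the median was 2.59 and again 10 of 10 genes passed (limma's fry, adjusted p = 0.0063), and at day 3 it was 3.44 (limma's fry, adjusted p = 0.00076). Each of the 10 genes had over 3 counts in a Sham library of the hypothalamus, and no other list holds them. *Lyz2*, the most abundant, was at 459 ± 291 FPKM (SD, n = 3) in the PEL_10d group against a mean of 14.8 in Sham 2 and Sham 3, and *Ctss* at 277 ± 63.6 (SD, n = 3) against 48.5. Removing trends with GC content and gene length left 10 of the 10 genes past the threshold. A lower share of neurons would raise the markers of every other cell type alike, but the median of this list was 2.207 above that of the oligodendrocyte list, and their quartile ranges did not overlap. Blood markers did not follow this list, with a median of 1.30 at day 10 over the paper's samples (4 of 4 genes higher, 0 past the threshold or adjusted over the list alone) and of -0.53 at day 3 (4 of 4 lower), where the microglia and macrophage list was higher than at day 10. More microglia, macrophages entering the tissue, or a higher expression per cell at the lesion may each underlie the rise, and these data do not separate them. The hippocampal list had a median of 0.44, with 8 of 9 genes higher, 0 past the threshold over all genes and 6 adjusted over the list alone. With the library labelled hippocampus Sham 1 left out the median was 0.43, with 9 of 9 higher, 2 past the threshold over all genes and 7 adjusted over the list alone (limma's fry, adjusted p = 0.36). In the interaction of the tissues 7 of its genes passed, and 8 of 10 passed without both libraries labelled Sham 1, with a median of 1.87 on the log2 scale toward the hypothalamus.

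The paper does not report on the mice given GH. At day 3 after PEL, 4 of 14798 genes differed between mice with and without GH at an adjusted p-value under 0.05 in edgeR's test, all 4 higher with GH. They were *Zbtb16*, with a log2 fold change of 1.91 (standard error 0.12, adjusted p = 0.00078, edgeR), *Gpr50* at 1.24 (standard error 0.11, adjusted p = 0.0067, edgeR), *Socs2* at 1.15 (standard error 0.14, adjusted p = 0.047, edgeR) and *Fam107a* at 0.55 (standard error 0.06, adjusted p = 0.047, edgeR). The last falls outside the rule for named genes and was chosen after its values were seen. *Zbtb16* was at 5.77 ± 0.420 FPKM (SD, n = 3) with GH and 1.61 ± 0.279 (SD, n = 3) without. Of the 4 genes, 3 also passed once trends with GC content and gene length were removed, and 5 genes passed after thinning to equal depth. The count was 1 without PEL_3d 1, 2 without PEL_3d 3, 1 and 2 without the libraries numbered 1 and 2 of the group given GH, and 56 without its number 3. *Zbtb16* passed in each of these fits. A fit over all hypothalamic groups left 0 genes, with 313 higher and 285 lower at an unadjusted p-value under 0.05. Of the 10 splits of the 6 libraries, 2 gave as many genes, and the highest count of another split was 129. The grouping and chance therefore cannot be told apart. A higher glucocorticoid level in the mice given GH is a candidate explanation, tested with a list of 16 response genes. All 16 were measured, and *Mt1* and *Mt2* were its most abundant, at 381 and 377 FPKM in the PEL_3d group. The list had a median of 0.43 with 14 genes higher at day 3 (limma's fry, adjusted p = 0.0205), 0.43 with 16 higher at day 10 (limma's fry, adjusted p = 0.29) and 0.36 with 12 higher in Sham mice (limma's fry, adjusted p = 0.19). Over all genes, 0 of the list passed the threshold of edgeR's test in each of the 3 comparisons, with 9, 11 and 4 adjusted over the list alone. Without the hippocampus-like library labelled Sham 1, the list in Sham mice had a median of 0.42 with 14 higher, and 6 genes passed over all genes and 12 adjusted over the list alone (limma's fry, adjusted p = 0.12). As a list, 1 of the 3 comparisons passed in fry, and a glucocorticoid response and a direct response to GH cannot be told apart, because no hormone level of these mice was analysed here.

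The effect of PEL at day 10 differed between hypothalamus and hippocampus for 94 of 14912 genes at an adjusted p-value under 0.05 in edgeR's interaction test, with the larger log2 fold change in the hypothalamus for 93 of them and in the hippocampus for 1. *Cd5l* was at least 26.5-fold higher in hypothalamic PEL than Sham (adjusted p = 0.0365 for the interaction, edgeR). *Gpnmb* had an interaction of 6.35 on the log2 scale (standard error 0.96, adjusted p = 0.033, edgeR), *Ifi207* of 5.41 (standard error 1.00, adjusted p = 0.0493, edgeR) and *Cyp46a1* of -0.82 (standard error 0.15, adjusted p = 0.0493, edgeR). With every library thinned to the smallest total, 95 genes passed, so a difference in library totals does not account for the size of the count. Whether these were the same genes was not compared. The interaction has 200 distinct splits into PEL and Sham within each tissue, of which 100 were drawn. As many genes passed in 6 of them, the real one included, and the highest count of another was 241. A split can keep the real PEL and Sham groups in either tissue, so these splits need not be free of a PEL effect. Their share therefore does not decide whether the count arose from chance. Removing trends with GC content and gene length kept 52 of the 94 genes, which leaves open whether such trends made part of the count, so these cannot be told apart for the other genes. The 2 libraries labelled Sham 1, whose markers oppose their tissue labels, moved the count in opposite directions, to 15 without the hippocampal one and 284 without the hypothalamic one. Without both, 1616 genes passed, 981 with the larger change in the hypothalamus and 635 in the hippocampus, and 93 of the 94 genes were among them in the same direction, so those 2 libraries do not account for these genes. The count was 153 without hypothalamic PEL 2, 64 without hippocampal PEL 1, 1 without hippocampal Sham 2 and 0 without any 1 of the other 7 libraries, where at least 1015 genes had the larger change in the hypothalamus at an unadjusted p-value under 0.05. A tissue-specific response to a lesion near the hypothalamus stays open as a hypothesis, beside chance and the trends with GC content and length.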

How the results depend on the processing

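All alternatives were tests fixed in advance except the pathway terms of the deposited table, DESeq2 with a limit on the fold change and the interaction without both libraries labelled Sham 1, which were chosen only after the result was seen. The cause of a change was not tested unless it follows from how the alternative is made.

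Under DESeq2, 698 genes differed between PEL_10d and all Sham samples (269 in edgeR), 197 in the hippocampus (0), 2754 at day 3 (1683), and for GH 34 at day 10 (0), 57 at day 3 (4) and 11 in Sham mice (0). The interaction gave 538 (94). The paper's samples kept a count within 1.5 times the 1393 of edgeR. Of the comparisons with 0 genes in edgeR, 550 genes were higher and 356 lower with GH at day 10, and 338 higher and 449 lower with GH in Sham mice, at an unadjusted p-value under 0.05.

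One fit over all hypothalamic groups gave 982 genes for PEL_10d against all Sham samples, 4476 at day 3, 0 for GH at day 3 (313 higher and 285 lower at an unadjusted p-value under 0.05) and 7 for GH in Sham mice. Without a filter on low counts, 8 genes passed for GH at day 3 and 62 for the interaction. The interaction also moved to 58 genes with DESeq2's size factors, all higher, and to 39 with a mean count of at least 50, where fewer genes were tested, and to 1616 without both libraries labelled Sham 1. An unadjusted p-value under 0.05, a looser threshold, gave 3628 genes over the paper's samples, 1587 over all samples and 1434 in the hippocampus. The limit of 1 on the absolute log2 fold change, a stricter one, gave 598 genes over the paper's samples, and with DESeq2 617 over the paper's samples and 486 over all samples.

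With 1 library left out at a time, the number of genes ranged from 1065 to 1486 over the paper's samples, where a fit without a Sham library would leave 1 in that group and was not made. It ranged from 0 to 1393 over all Sham samples, 0 to 873 in the hippocampus, 821 to 6025 at day 3, 0 to 0 for GH at day 10, 1 to 56 for GH at day 3, 0 to 159 for GH in Sham mice and 0 to 284 for the interaction. The upper ends of all Sham samples, day 3, GH in Sham mice and the interaction came without the library labelled hypothalamus Sham 1, and that of the hippocampus without the one labelled hippocampus Sham 1. In each of these fits with 0 genes, at least 114 genes were higher and 92 lower at an unadjusted p-value under 0.05. The difference of the FPKM means ranged from -152.6 to -69.2 for *Avp*, from -187.3 to -54.0 for *Oxt* and from 0.559 to 0.949 for *Oxtr*, and kept its direction.

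The ERK/MAPK targets kept their direction under every alternative test of the list, with an adjusted p of 0.081 when ranked by log2 fold change and 0.104 by signal-to-noise (both by permutation of genes), and 0.506 in camera with the estimated correlation and 0.293 in fry (both limma). Signaling to ERKs kept its direction with 0.418 and 0.584 by the same rankings and permutation of genes, and 0.120 in camera with the preset correlation, 0.506 with the estimated one and 0.293 in fry (limma). The list of ERK transcriptional output turned from down to up, with 0.263 by log2 fold change and 0.584 by signal-to-noise (permutation of genes), and 0.325 and 0.630 in camera and 0.616 in fry (limma). With 1 library left out, the adjusted p by permutation of genes ranged from 0.0017 to 0.130 for the targets, 0.0342 to 0.358 for signaling and 0.0922 to 0.998 for the output list, which turned up at 0.0922 without Sham 2 and at 0.990 without Sham 3. In place of the targets, the KEGG pathway gave 0.532 with the same direction, the GO cascade 0.532 and its positive regulation 0.777 with the opposite one, by the same permutation.

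The share of variance of component 1 was 65.3% on the log2 scale, 90.7% for raw counts and 44.1% with genes scaled, against 91.8% for FPKM.

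The groups share only replicate numbers. Deviations of same-numbered libraries from their group means correlated at -0.00, 0.13 and -0.15 for hypothalamic PEL_10d and Sham, at 0.20, -0.09 and 0.27 in the hippocampus, and at -0.08, -0.37 and -0.37 for GH at day 3, and no comparison had 3 pairs over 0.1. With the replicate block, 0 genes passed for PEL_10d against all Sham samples (1098 higher and 188 lower at an unadjusted p-value under 0.05), 980 at day 3 and 1 for GH at day 3. The adjusted p was 0.0502 for the ERK/MAPK targets and for signaling to ERKs, and 0.864 for the output list, which turned up (permutation of genes). *Oxt* at day 3 turned from -0.83 to 0.136 on the log2 scale. The difference of FPKM was -120.5 for *Avp* and -122.9 for *Oxt* (exact sign-flip test, p = 0.5, the smallest that 2 pairs allow), and 0.727 for *Oxtr* (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow).

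Among single genes, *Oxt* at day 3 ranged from -1.43 without Sham 1 to 0.350 without Sham 3. With 1 library left out, 123 other values of single genes kept their side of the threshold, 92 lost their call and 5 gained one. Under the other alternatives 186 kept their side and 23 lost their call, 11 of these under the replicate block and 6 in the fit over all groups. In counts simulated with the spread of the hippocampal libraries, edgeR recovered 49% of the changed genes, so changed genes can be missed in that comparison, and the cause was not tested.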

Differences from the paper's values

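None of the comparisons of values used tests chosen only after the result was seen, except DESeq2 with a limit on the fold change.

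The paper reports 499 genes higher and 7 lower in the PEL group of the hypothalamus. Over the paper's samples, 1180 genes were higher and 213 lower in edgeR's test. Of the alternatives set before the data were examined, the limit of 1 on the absolute log2 fold change came within 1.5 times of both of the paper's values, with 589 higher and 9 lower. The others did not: DESeq2's size factors gave 1179 and 205, DESeq2 gave 1258 and 332, no filter 1304 and 216, a mean count of at least 50 gave 1065 and 150, the replicate block 1234 and 373, one fit over all hypothalamic groups 1218 and 236, and an unadjusted p-value 2277 and 1351. Leaving out 1 PEL_10d library gave 946 to 1334 higher and 119 to 190 lower. DESeq2 with the same limit, chosen after seeing the values, gave 606 higher, within 1.5 times of the paper's value, and 11 lower, which was not.

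Over all samples, 265 genes were higher and 4 lower against the paper's 499 and 7. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's number of higher genes, with 661, but not of lower genes, with 37. The others reached neither value. They were DESeq2's size factors (240 and 4), no filter (234 and 4), a mean count of at least 50 (181 and 3), one fit over all hypothalamic groups (777 and 205), an unadjusted p-value (1242 and 345), the limit on the fold change (238 and 1) and the replicate block (0 and 0, with 1098 and 188 at an unadjusted p-value under 0.05). With 1 library left out, the counts ran from 0 to 1180 higher and from 0 to 213 lower, with none within 1.5 times of the paper's values. DESeq2 with the limit on the fold change gave 478 higher and 8 lower, within 1.5 times of both, and was chosen after seeing the values.

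Component 2 of the hypothalamic samples held 5.27% of the variance, against the paper's value of about 19% in Fig. S2I, read by eye. Of the alternatives set before the data were examined, log2(FPKM + 1) gave 22.4% and FPKM scaled to unit variance 22.4%, both within 1.5 times of the paper's value, and raw counts gave 6.34%, which was not.

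The paper states that *Avp* and *Oxt* were the most strongly lowered markers of hypothalamic neurons. Over the paper's samples *Gh*, another gene of Fig. 2A, had a lower log2 fold change of -2.40, below *Oxt* at -2.17 and *Avp* at -1.38, with an adjusted p of 0.27 in edgeR. Over all samples *Oxt* and *Avp* ranked lowest, with adjusted p-values of 0.73 and 0.91 in edgeR.

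The paper states that ERK signaling was upregulated in the hippocampus, from gene set enrichment and from Western blots of phosphorylated ERK. Only transcripts were tested here, and they do not measure phosphorylation. The ERK/MAPK targets and signaling to ERKs passed the threshold in the permutation of genes, and the targets also in limma's camera with the preset correlation, but neither passed in limma's fry or in camera with the estimated correlation. *Mapk3* had an adjusted p of 0.39 in edgeR and passed, at an adjusted p of 0.0057 in edgeR, without the library labelled hippocampus Sham 1, and it also passes the unadjusted threshold over all 6 libraries. The legend of Fig. 6A gives n = 6 per group, and 3 libraries per group were analysed here. Fig. 2A names its Sham columns Sham-1 and Sham-2, while the FPKM of Fig. 2B was met by Sham 2 and Sham 3.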

Other observations

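The marker list comparisons of the library labelled hypothalamus Sham 1 and the splits of the libraries were set before the result was seen, and the tests of the library labelled hippocampus Sham 1, of choroid plexus in the hippocampus, of the ERK/MAPK targets between tissues, of PEL_10d among mice given GH and of the cholesterol synthesis genes were chosen only after the result was seen.

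The library labelled hypothalamus Sham 1, which the paper left out, stood apart from the other 17 hypothalamic libraries. Anterior pituitary does not account for it, since the median log2 difference of its 12 markers was -1.484 and *Dlk1* and *Cga*, the most abundant, were at 4.80 and 0.19 FPKM against means of 79.7 and 18.2 in Sham 2 and Sham 3. Blood does not either, since the difference of its 5 markers was 0.3531, with *Hbb-bs* at 21.1 and *Hba-a2* at 11.9 FPKM. The difference was 3.088 for 14 hippocampus markers, of which 11 are also measured in hypothalamus, and 6.161 for 10 choroid plexus markers, of which 8 are. *Neurod6* was at 92.2 FPKM against a mean of 0.228 in Sham 2 and Sham 3, *Ttr* at 14320 against 5.19 and *Kl* at 146 against 5.68. The values are consistent with a library of hippocampus with choroid plexus under a hypothalamic label, which is a hypothesis. Its label was kept.

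The library labelled hippocampus Sham 1 had the opposite pattern. The median log2 difference of its hippocampus markers from the other 5 hippocampal libraries was -3.725, which argues against a small admixture of hypothalamus in hippocampus, as that would leave these markers near their level. *Neurod6* was at 0.429 FPKM, and *Baiap3*, the most abundant of the hypothalamus markers, at 114 FPKM. A swap or a wrong label may account for these values and for those of the library labelled hypothalamus Sham 1. A swap between the 2 libraries was not tested further, as no genotype or other record of the mice was used here.

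In hippocampal PEL, 577 genes were lower and 296 higher in edgeR's test once the library labelled hippocampus Sham 1 was left out. The choroid plexus markers had a median log2 fold change of -3.915 there, with 10 of 10 lower, 9 past the threshold over all genes and 10 adjusted over the list alone (limma's fry, adjusted p = 0.081). *Ttr* was at 4157 and 5224 FPKM in the other two Sham libraries and at 116, 28.5 and 767 FPKM in the PEL libraries. A different share of choroid plexus in the dissected tissue is a candidate explanation for part of the lower genes, and a lower expression in the choroid plexus of PEL mice stays open.

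The ERK/MAPK targets ranked high in hippocampal PEL against Sham. The same list ranked high in the PEL hippocampus against the PEL hypothalamus, with a normalized enrichment score of 1.935 (adjusted p = 0.00097 by the permutation of genes). A Sham library with hypothalamic transcripts could thus raise the list in the comparison with Sham, and without that library its score fell from 1.74 to 1.48 (adjusted p = 0.130 by the same permutation). The list of ERK transcriptional output also differed between the tissues, with a score of 1.87 (adjusted p = 0.00097), and its score against Sham was -0.72, -1.10 without that library and 1.25 when ranked by log2 fold change. Signaling to ERKs did not differ between the tissues past the threshold, with a score of 1.13 (adjusted p = 0.28 by the same permutation). Leaving out PEL 2 or PEL 3 lowered the score of the targets as far, to 1.48 and 1.44. An influence of that library and an effect of PEL on ERK signaling cannot be told apart, because other libraries moved the list as much.

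The number of splits of the 6 libraries that gave as many genes as the real one was 1 of 10 for PEL_10d against all Sham samples, where no other split gave any. It was 10 of 10 for the hippocampus, for GH at day 10 and for GH in Sham mice, where the real split gave 0 genes. At an unadjusted p-value under 0.05 the real splits gave 1434 genes in the hippocampus, 550 higher and 356 lower with GH at day 10, and 338 higher and 449 lower with GH in Sham mice. Where the real split gives 0 genes every split gives as many, so these counts decide nothing. In those comparisons 21.4%, 11.4% and 17.7% of the genes separated the groups, where chance gives 10%. For PEL_10d the share cannot fall under 0.1, but 266 of the 269 genes passed in the same direction between the separate PEL_10d and Sham groups given GH, where 2598 genes were higher and 1949 lower in edgeR's test, so a chance difference between those 6 libraries does not account for them. With GH in Sham mice, 116 genes were higher and 43 lower without the library labelled hypothalamus Sham 1.

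Of the 15 cholesterol synthesis genes, all measured in the hypothalamus, 14 were lower at day 10 over the paper's samples, with a median log2 fold change of -0.54 and 8 genes past the threshold in edgeR's test (limma's fry, adjusted p = 0.053). *Fdps* and *Sc5d*, the most abundant, were at 29.0 ± 3.13 and 27.0 ± 0.979 FPKM (SD, n = 3) in the PEL_10d group, against means of 46.3 and 32.8 in Sham 2 and Sham 3. Over all samples the median was -0.44, with 14 lower and 0 past the threshold. The list leaves out *Idi1*, *Msmo1* and *Hmgcs1*, further genes of this synthesis, which passed over all samples with adjusted p-values of 0.0188, 0.0229 and 0.0299 (edgeR). At day 3 it was -0.20 with 0 past the threshold, and -0.29 with 8 past it without the library labelled Sham 1. A lower share of neurons does not account for the fall as a whole, since the median of 10 neuron markers was 0.4072 above that of these genes and the quartile ranges did not overlap. Lower synthesis in glia may contribute, a hypothesis that bulk tissue cannot test.

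The other lists were compared between PEL_10d and the paper's Sham samples in the hypothalamus. The median log2 fold change was 1.83 for reactive astrocytes, with 7 of 9 genes past the threshold over all genes and 9 adjusted over the list alone (limma's fry, adjusted p = 0.043), and *Gfap* was at 409 ± 49.9 FPKM (SD, n = 3) against a mean of 111. It was 0.48 for oligodendrocytes (3 of 7 past the threshold, 5 adjusted over the list alone), -0.35 for hypothalamus (3 of 14 and 4), -0.53 for immediate early genes (1 of 9 and 3), 0.22 for thalamus (2 of 8 and 2) and 0.03 for hippocampus (1 of 11 and 1). For the lists with 0 genes past the threshold over all genes, it was 0.08 for choroid plexus (8 genes, 1 adjusted over the list alone), -0.16 for striatum (8 genes, 1), and 1.30 for blood (4 genes), -0.35 for anterior pituitary (7 genes) and 0.07 for the Y chromosome (4 genes), each with 0 adjusted over the list alone. The neuron and glucocorticoid response lists, chosen after seeing the data, had medians of -0.13 (2 of 10 past the threshold) and 0.02 (3 of 16). The adjusted p of limma's fry was at least 0.109 for these lists other than reactive astrocytes. No gene is in more than 1 of the lists.

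At day 3 after PEL, *Avp* was at 31.8, 28.2 and 21.6 FPKM and *Oxt* at 68.2, 77.9 and 29.8 FPKM. Against all Sham samples the log2 fold change of *Avp* was -2.16 (standard error 1.36, adjusted p = 0.38, edgeR) and that of *Oxt* -0.83 (standard error 1.24, adjusted p = 0.75, edgeR). Without the library labelled Sham 1 they were -2.76 (adjusted p = 1.83e-06, edgeR) and -1.43 (adjusted p = 0.0119, edgeR), and without Sham 3 *Oxt* was at 0.350. In mice given GH, *Avp* was at 110 ± 26.0 FPKM and *Oxt* at 61.3 ± 12.7 FPKM (SD, n = 3) at day 10. In Sham mice given GH they were at 135 ± 10.4 and 90.6 ± 28.5 FPKM (SD, n = 3). Between PEL_10d mice with and without GH, the log2 fold change was 0.65 for *Avp* (adjusted p = 0.75, edgeR) and 0.81 for *Oxt* (adjusted p = 0.39, edgeR). For both genes every library with GH lay above every one without it, but neither gene passed the threshold.

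With GH in Sham mice, 9 of 9 immediate early genes were lower, with a median log2 fold change of -0.63, 0 genes past the threshold over all genes and 2 adjusted over the list alone (limma's fry, adjusted p = 0.038). Without the library labelled Sham 1 the median was -0.49, with 2 genes past the threshold over all genes (limma's fry, adjusted p = 0.093). No explanation of this was tested.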
